# Regulation of growth–defense balance by the JASMONATE ZIM‐DOMAIN (JAZ)‐MYC transcriptional module

**DOI:** 10.1111/nph.14638

**Published:** 2017-06-26

**Authors:** Ian T. Major, Yuki Yoshida, Marcelo L. Campos, George Kapali, Xiu‐Fang Xin, Koichi Sugimoto, Dalton de Oliveira Ferreira, Sheng Yang He, Gregg A. Howe

**Keywords:** gene cluster, glucosinolate, growth–defense tradeoffs, jasmonate (JA), plant defense, plant hormone, plant–insect interaction, triterpenoid

## Abstract

- The plant hormone jasmonate (JA) promotes the degradation of JASMONATE ZIM‐DOMAIN (JAZ) proteins to relieve repression on diverse transcription factors (TFs) that execute JA responses. However, little is known about how combinatorial complexity among JAZ–TF interactions maintains control over myriad aspects of growth, development, reproduction, and immunity.
- We used loss‐of‐function mutations to define epistatic interactions within the core JA signaling pathway and to investigate the contribution of MYC TFs to JA responses in *Arabidopsis thaliana*.
- Constitutive JA signaling in a *jaz* quintuple mutant (*jazQ*) was largely eliminated by mutations that block JA synthesis or perception. Comparison of *jazQ* and a *jazQ myc2 myc3 myc4* octuple mutant validated known functions of MYC2/3/4 in root growth, chlorophyll degradation, and susceptibility to the pathogen *Pseudomonas syringae*. We found that MYC TFs also control both the enhanced resistance of *jazQ* leaves to insect herbivory and restricted leaf growth of *jazQ*. Epistatic transcriptional profiles mirrored these phenotypes and further showed that triterpenoid biosynthetic and glucosinolate catabolic genes are up‐regulated in *jazQ* independently of MYC TFs.
- Our study highlights the utility of genetic epistasis to unravel the complexities of JAZ–TF interactions and demonstrates that MYC TFs exert master control over a JAZ‐repressible transcriptional hierarchy that governs growth–defense balance.

## Abstract 2

See also the Commentary on this article by Wasternack, **215**: 1291–1294.

## Introduction

Plants continuously integrate information from the environment to tailor their growth, development and defensive capabilities in ways that optimize fitness. Much of this phenotypic plasticity is orchestrated by the concerted action of a small number of plant hormones (Pieterse *et al*., 2009; Santner *et al*., 2009). Among the hormones whose biosynthesis and action is exquisitely tuned by changing environmental conditions is the oxylipin jasmonate (JA) (Browse, 2009; Bhosale *et al*., 2013). JA controls a multitude of transcriptional programs affecting plant growth, development, and responses to biotic and abiotic stress (Howe & Jander, 2008; Baldwin & Wu, 2010; Wasternack & Hause, 2013). In the past decade, tremendous progress has been made in understanding how JA regulates gene expression and also how JA responses are integrated with other signaling pathways (Pauwels & Goossens, 2011; Kazan & Manners, 2012; Campos *et al*., 2014; Huot *et al*., 2014; Chini *et al*., 2016).

When endogenous JA levels are below a threshold concentration, the expression of JA‐responsive genes is switched off through active repression of bHLH‐type MYC transcription factors (TFs) (Chini *et al*., 2016). This repression is mediated by JASMONATE ZIM‐DOMAIN (JAZ) proteins, which bind directly to MYCs to impede transcription by two distinct mechanisms (Chini *et al*., 2007; Thines *et al*., 2007; Yan *et al*., 2007). First, MYC‐bound JAZs recruit the corepressor TOPLESS (TPL) either directly (Shyu *et al*., 2012) or indirectly through the NOVEL INTERACTOR OF JAZ (NINJA) adaptor protein (Pauwels *et al*., 2010). Second, binding of the Jas motif of JAZ to the N terminus of MYC restricts access of MYC to the MED25 coactivator subunit of the mediator complex (Çevik *et al*., 2012; Chen *et al*., 2012; Zhang *et al*., 2015). A subset of JAZ repressors, including alternative splice variants of JAZ10, contain a cryptic MYC‐interaction domain (CMID) that tightly binds MYC and represses target gene expression (Chung & Howe, 2009; Chung *et al*., 2010; Moreno *et al*., 2013; Goossens *et al*., 2015; Zhang *et al*., 2017). Transcription of JA‐responsive genes is activated upon accumulation of jasmonoyl‐l‐isoleucine (JA‐Ile), the production of which is tightly controlled by environmental and developmental cues (Staswick & Tiryaki, 2004; Suza & Staswick, 2008; Koo & Howe, 2009). JA‐Ile promotes the formation of a nuclear co‐receptor complex consisting of the CORONATINE INSENSITIVE1 (COI1) F‐box protein and JAZ (Xie *et al*., 1998; Thines *et al*., 2007; Katsir *et al*., 2008; Melotto *et al*., 2008; Fonseca *et al*., 2009; Koo *et al*., 2009; Yan *et al*., 2009; Sheard *et al*., 2010). JA‐Ile‐dependent recruitment of JAZs to the E3 ubiquitin ligase Skp1‐Cullin‐F‐box protein (SCF)^COI1^ results in proteolytic destruction of JAZ repressors by the ubiquitin‐proteasome system, resulting in relief of transcriptional repression on MYC TFs (Chini *et al*., 2007; Thines *et al*., 2007).

A major gap in our understanding of JA signaling is how receptor activation maintains spatial and temporal control over diverse transcriptional outputs. Several lines of evidence suggest that the size and complexity of the JAZ–TF interactome may account, at least in part, for the diversity of JA responses. First, higher plants produce a large repertoire of JAZ proteins encoded by a family of *JAZ* genes (e.g. 13 in Arabidopsis), many of which are alternatively spliced to produce multiple JAZ isoforms (Vanholme *et al*., 2007; Yan *et al*., 2007; Chung & Howe, 2009; Chung *et al*., 2010; Bai *et al*., 2011; Thireault *et al*., 2015). Second, JAZs repress the transcriptional activity of not only MYCs (bHLH superfamily clade IIIe) but also several other bHLH TFs, as well as transcriptional regulators belonging to other TF families (Wager & Browse, 2012; Chini *et al*., 2016; Goossens *et al*., 2016). The combinatorial complexity resulting from interaction of multiple JAZs with multiple TFs could, in theory, explain much of the specificity and diversity of JA responses. Most JAZ–TF interactions, however, have been studied with *in vitro* approaches that alone are insufficient to delineate the biological consequences of specific JAZ–TF interactions. Among the factors that are likely to influence the biological outputs of JAZ–TF interactions are cell‐ and tissue type‐specific expression pattern, binding affinity of JAZ for TF targets, posttranslational modification, and recruitment of additional regulatory proteins to JAZ–TF complexes. It is therefore necessary to develop experimental approaches that provide insight into the *in vivo* function of specific JAZ–TF modules. Recent progress in this direction has come from studies showing that JAZ2 regulates a specific MYC‐dependent transcriptional cascade to modulate stomatal dynamics during pathogen infection (Gimenez‐Ibanez *et al*., 2017).

Here, we employed a genetic approach to define epistatic interactions between components of the core JA pathway and also to assess the contribution of the JAZ‐MYC signaling module to JA responses in Arabidopsis. Our experimental approach leveraged a *jaz* quintuple mutant (*jazQ*) that exhibits both enhanced responsiveness to exogenous JA and constitutive growth–defense antagonism as a consequence of mutations in *JAZ1*/*3*/*4*/*9*/*10* (Campos *et al*., 2016). We show that phenotypes of *jazQ* are largely dependent on intact pathways for JA biosynthesis and perception. Detailed phenotypic comparison between *jazQ* and a *jazQ myc2/3/4* octuple mutant demonstrated a key role for MYC TFs in restricting leaf growth concomitant with activation of leaf defense pathways, and also revealed JAZ‐repressible processes that do not require MYC TFs. Our collective data provide a genetic framework to understand how specific JAZ–TF transcriptional modules control discrete branches of the JA response.

## Materials and Methods

### Plant material and growth conditions

*Arabidopsis thaliana* (L.) Heynh. ecotype Columbia‐0 (Col‐0) was the wild‐type (WT) genetic background for all experiments. Construction of the quintuple *jaz* mutant (*jazQ*) and the *jazQ* suppressor screen has been described previously (Campos *et al*., 2016). *suppressor of jaz quintuple10* (*sjq10*) and *sjq66* suppressor mutants were identified by visual screening for larger rosette size from soil‐grown M_2_ plants. Phenotype heritability was confirmed in the M_3_ generation. To generate *jazQ allene oxide synthase* (*aos*) and *jazQ coi1*,* jazQ* was crossed to *aos* (Park *et al*., 2002) or to *coi1‐1*, respectively. *glabrous1* mutations were removed from *aos* and *coi1‐1* lines by backcrossing to Col‐0 (Yoshida *et al*., 2009). The *myc2 myc3 myc4* triple mutant (*mycT*) was generated by combining the previously described mutants *jin1‐7*/*myc2‐1* (SALK_040500) (Boter *et al*., 2004), *myc3‐1* (GK‐445B11) (Fernandez‐Calvo *et al*., 2011), and *myc4‐1* (GK‐491E10) (Fernandez‐Calvo *et al*., 2011). The *myc5‐1* mutant (SALK_060048) (Figueroa & Browse, 2015; Qi *et al*., 2015a) was used for construction of the *myc2345* quadruple mutant. Pedigrees describing the details of construction of *jazQ mycT* octuple and *myc2345* quadruple mutants are provided in Supporting Information Fig. S1. We note that this breeding scheme was not designed specifically for the construction of *jazQ mycT* and *myc2345*. Rather, the pedigrees shown were part of a broad strategy to combine mutations affecting all signaling components of the core JA pathway and to identify, in subsequent segregating populations, specific mutant combinations. PCR‐based genotyping of mutants was performed using primer sets flanking T‐DNA insertion sites, with a third primer specific for the T‐DNA border (Table S1) (Campos *et al*., 2016). Seeds were stratified for 3–4 d at 4°C before germination. Plants were grown in environmentally controlled chambers with cool‐white fluorescent light for all experiments. Unless stated otherwise, conditions were 21–20°C with a 16 h : 8 h, day (100 μE m^−2^ s^−1^) : night photoperiod.

### Measurements of shoot and root growth

Root growth inhibition assays (Shyu *et al*., 2012) were performed with seedlings grown on Petri plates (Thermo Fisher Scientific, Waltham, MA, USA) containing LS medium (0.5× Linsmaier and Skoog (Caisson Labs, Smithfield, UT, USA), 0.7% w/v phytoblend agar (Caisson Labs) and 0.8% w/v sucrose) supplemented with the concentration of methyl‐JA (MeJA; Sigma‐Aldrich) indicated in the legends to Figs 1 and 2. Primary root length of WT and mutant lines (grown on the same plate) was determined in 8‐ to 11‐d‐old seedlings using imagej software (http://imagej.nih.gov/ij/). Growth parameters, including leaf dry weight, leaf area, petiole length, rosette diameter, and flowering time, were determined as described previously (Campos *et al*., 2016).

**Figure 1:**
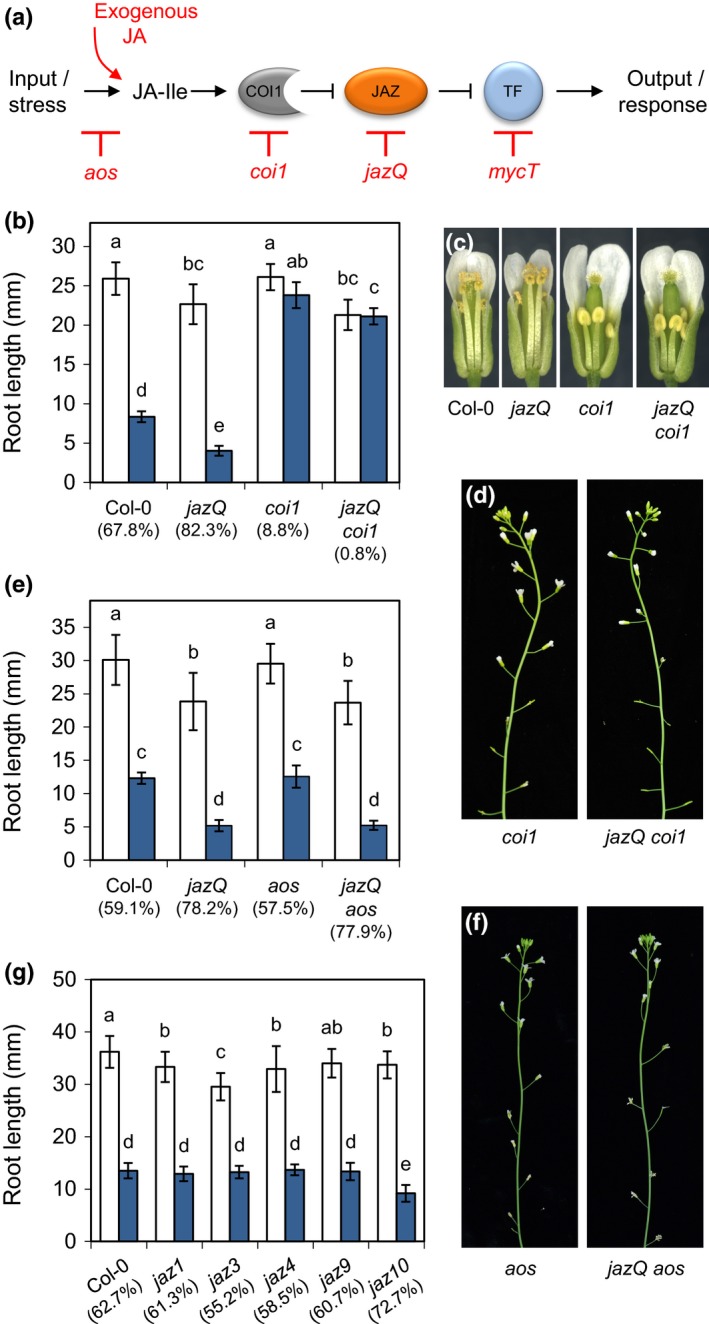
Genetic interaction between mutations affecting the core jasmonate (JA) response pathway. (a) Perturbations (shown in red) used in this study to manipulate JA responses included treatment with exogenous JA and loss‐of‐function mutations affecting JA biosynthesis (*allene oxide synthase* (*aos*)), the JA co‐receptor (*coronatine insensitive1* (*coi1*)), five JASMONATE ZIM‐DOMAIN (JAZ) repressors (*jazQ*), or three MYC transcription factors (*mycT*). (b, e, g) Root growth inhibition assays of Arabidopsis sextuple mutants of *jazQ* combined with (b) *coi1* or (e) *aos*, and of (g) *jaz1*,* jaz3*,* jaz4*,* jaz9* and *jaz10* single mutants. Root lengths were determined from seedlings grown on plates supplemented (closed bars) or not supplemented (open bars) with 25 μM methyl jasmonate (MeJA). Bars are means ± SD (*n *=* *7–24 seedlings per genotype). Per cent inhibition by MeJA is shown for each genotype in parentheses. Different letters represent significant differences at *P *<* *0.05 determined by two‐way ANOVA with Tukey's honest significant difference (HSD) test. Experiments were repeated twice with similar results. (c, d, f) Male sterility of Arabidopsis sextuple mutants of *jazQ* combined with (c, d) *coi1* or (f) *aos*. Anther filaments elongate and anthers dehisce in Col‐0 and *jazQ* flowers, but filaments do not elongate fully and anthers fail to dehisce in the sterile *coi1* and *jazQ coi1* flowers (c). Flowers of (d) *coi1* and *jazQ coi1* and of (f) *aos* and *jazQ aos* are sterile.

**Figure 2:**
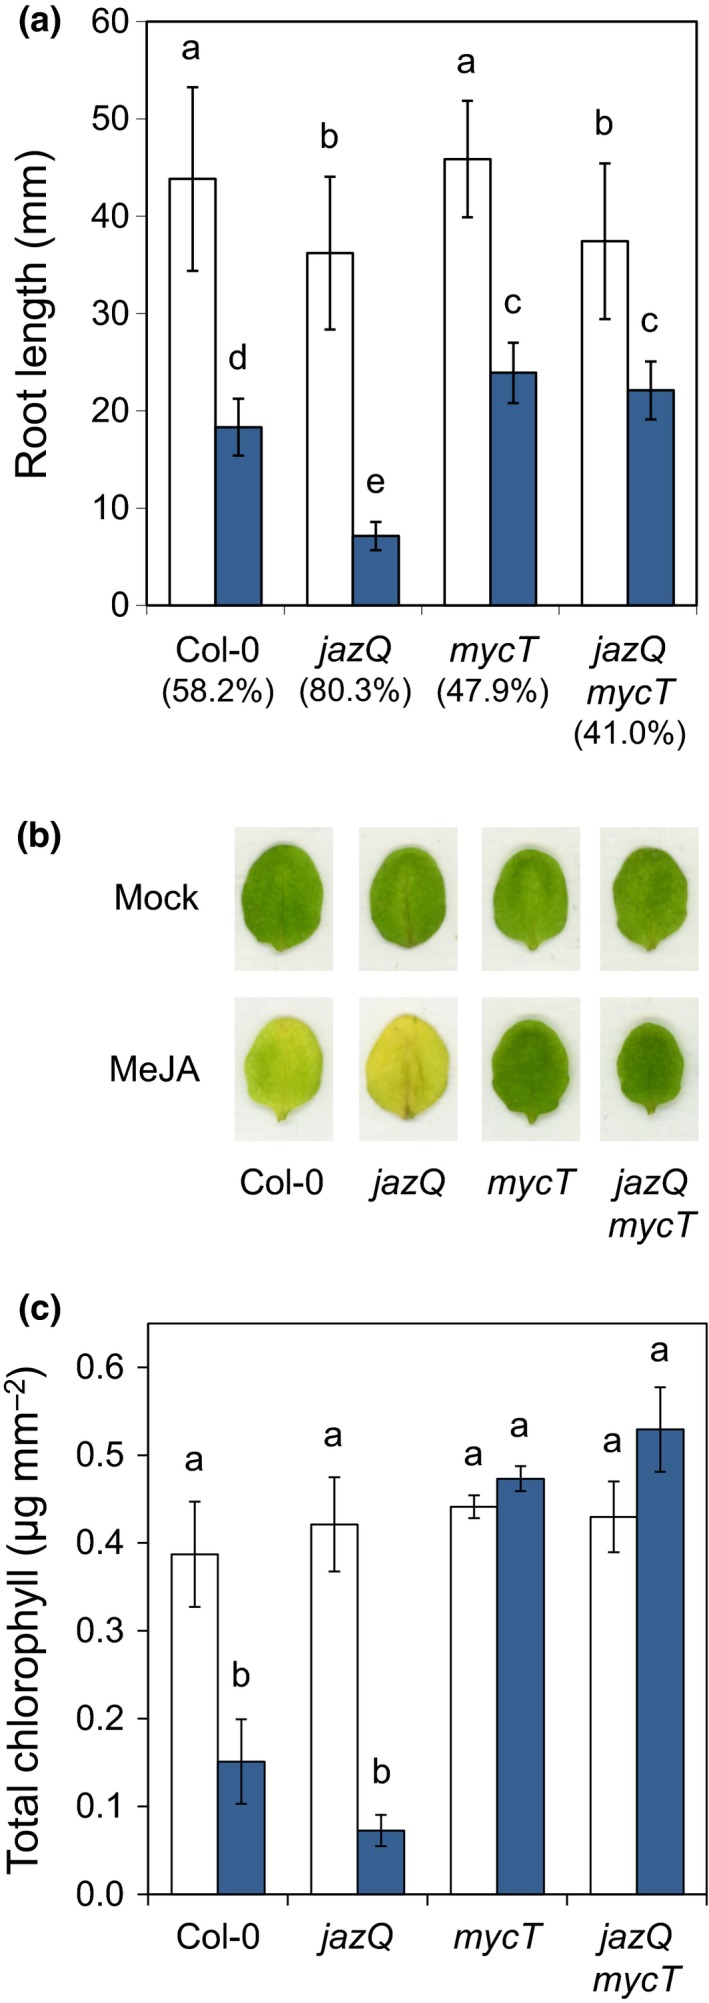
Jasmonate (JA) hypersensitivity of the *jasmonate zim‐domain* quintuple mutant (*jazQ*) depends on MYC2/3/4 transcription factors. (a) Root length of Arabidopsis seedlings grown on plates supplemented (closed bars) or not supplemented (open bars) with 25 μM methyl jasmonate (MeJA). Bars are means ± SD (*n *=* *33–48 seedlings per genotype). Per cent inhibition by MeJA is shown for each genotype in parentheses. (b) Photograph showing genotype‐dependent loss of chlorophyll in detached Arabidopsis leaves treated with 0 μM (mock) or 100 μM MeJA in the dark for 4 d. (c) Measurement of total chlorophyll levels in leaves treated as described in (b). Bars are means ± SD (*n *=* *3 leaves per genotype). Different letters represent significant differences at *P *<* *0.05 determined by two‐way ANOVA with Tukey's honest significant difference (HSD) test. Experiments were repeated three times with similar results.

### JA‐induced chlorophyll degradation assays

JA‐induced chlorophyll degradation assays were performed as previously described (Qi *et al*., 2015b). Briefly, third and fourth rosette leaves were gently removed from 3‐wk‐old plants and floated on distilled water or 100 μM MeJA, and were kept in the dark at 21°C for 4 d. For chlorophyll extraction, leaves were incubated overnight in methanol in the dark. Absorbance was measured at 652, 665 and 750 nm, and the chlorophyll content was calculated as previously described (Porra *et al*., 1989). Total chlorophyll was normalized to either leaf area or leaf fresh weight.

### Insect and pathogen assays

Insect feeding assays were performed as described previously (Herde *et al*., 2013; Campos *et al*., 2016). Plants were grown on soil at 20°C with an 8 h : 16 h, day (120 μE m^−2^ s^−1^) : night photoperiod. To each of 12 plants (6 wk old) per genotype, four neonate *Trichoplusia ni* larvae (Benzon Research, Carlisle, PA, USA) were reared for 10 d, after which larval weights were measured. *Pseudomonas syringae* (*Pst*) pv. DC3000 infection assays were performed as described previously (Katagiri *et al*., 2002). Plants were grown on soil at 22°C with a 12 h : 12 h, light (120 μE m^−2^ s^−1^) : dark photoperiod. Five‐week‐old Arabidopsis plants were dip‐inoculated with a *Pst* DC3000 suspension (1 × 10^8^ colony forming units (CFUs) ml^−1^) containing 0.025% Silwet L77 (Lehle Seeds, Round Rock, TX, USA). Bacterial population was determined by serial dilution and plating 4 d after inoculation.

### mRNA‐sequencing (RNA‐seq) analysis

Global gene expression profiling in 8‐d‐old whole seedlings (Col‐0 WT, *jazQ*,* mycT* and *jazQ mycT*) was assessed by mRNA sequencing (RNA‐seq), as described previously (Campos *et al*., 2016). *mycT* and *jazQ mycT* seedlings were grown and processed, and RNA‐seq analysis was performed in parallel with our previous analysis (Campos *et al*., 2016) of Col‐0, *jazQ*,* phytochrome B* (*phyB*), and *jazQ phyB* to facilitate cross‐comparisons; data for Col‐0 and *jazQ* are from Campos *et al*. (2016), while data for *mycT* and *jazQ mycT* are new here. Seedlings were grown in continuous light on solid medium supplemented with sucrose, and each sample was pooled from *c*. 200 seedlings, with three independent RNA samples (biological replicates) sequenced per genotype. Single‐end (50‐bp) sequencing was performed on the Illumina (San Diego, CA, USA) HiSeq 2000 platform at the Michigan State University Research Technologies Service Facility (https://rtsf.natsci.msu.edu). Filtered reads (Illumina quality control tools and Fastx toolkit; http://hannonlab.cshl.edu/fastx_toolkit/) were mapped to the arabidopsis information resource, genome release 10 (TAIR10) gene models with Rsem (v.1.2.11; default parameters; Li & Dewey, 2011). deseq (v.1.18.0; Anders & Huber, 2010) was used to normalize expected counts from Rsem and to assess differential gene expression relative to WT. The average transcripts per million (TPM) ± error and *P*‐values for all Arabidopsis genes are provided in Table S2. Gene onthology (GO) analysis of enriched functional categories was performed using David (v.6.7; Huang *et al*., 2009). The hypergeometric test with Benjamini & Hochberg's false discovery rate (FDR) correction was used to calculate over‐ and underrepresented GO categories among differentially expressed genes, using a *P*‐value < 0.05. RNA‐seq data are deposited at the National Center for Biotechnology Information Gene Expression Omnibus (GEO) as series record GSE98389.

### Photosynthesis measurements

Plants grown in plastic containers (‘Cone‐tainers’; Steuwe & Sons, Tangent, OR, USA) with an 8 h 19°C : 16 h 16°C, light (120 μE m^−2^ s^−1^) : dark period were used for gas exchange measurements (Campos *et al*., 2016). CO_2_ and light response curves were obtained from single mature rosette leaves (attached) of 8‐ to 10‐wk‐old plants on an LI‐6400XT system (Li‐Cor Biosciences, Lincoln, NE, USA) outfitted with a standard leaf chamber (chamber area = 6 cm^2^). Assimilation rates were normalized to projected leaf area as measured by image analysis with the Gimp software (www.gimp.org).

## Results

### Growth–defense antagonism in *jazQ* depends on jasmonate biosynthesis and perception

Allocation of metabolic resources to the production of plant defense compounds is often associated with reduced growth and biomass accumulation. These apparent growth–defense tradeoffs are of considerable interest for understanding plant form and function in both natural and agricultural ecosystems (Havko *et al*., 2016; Karasov *et al*., 2017; Züst & Agrawal, 2017). In our previous studies, we employed a JAZ‐depleted quintuple mutant (*jazQ*) to better understand how JA signaling balances growth and defense, and also to identify suppressor mutations that mitigate the antagonistic relationship between leaf growth and anti‐insect defense (Campos *et al*., 2016). This work showed that *phyB* mutations resulting in loss of the photoreceptor (phyB) rescue the reduced growth of *jazQ* rosette leaves but do not compromise the enhanced leaf defense traits of *jazQ*. Thus, the apparent tradeoff in *jazQ* between leaf biomass and defense can be effectively uncoupled through loss of phyB activity. The *jazQ* suppressor screen also identified a distinct class of mutants in which recovery of leaf growth was associated with visible loss of anthocyanin pigment in leaves. Two such *sjq* lines, *sjq10* and *sjq66*, exhibited features of male sterility that are associated with impaired JA biosynthesis or signaling (Fig. S2) (Thines *et al*., 2013). DNA sequencing of candidate genes in the JA pathway identified a C→T non‐sense mutation in codon 56 of the *AOS* gene in *sjq10* and a C→T missense mutation in codon 86 of the *COI1* gene in *sjq66* (Fig. S2). These results suggested that constitutive growth–defense antagonism (i.e. reduced growth and enhanced defense of shoots) resulting from the loss of JAZ1/3/4/9/10 in *jazQ* depends on intact pathways for JA biosynthesis and signaling.

To further investigate the relationship between *jazQ* and other components of the JA pathway (Fig. 1a), we reconstructed sextuple mutant lines in which *jazQ* was combined with mutant alleles of *aos* or *coi1*. Root growth inhibition assays showed that *jazQ coi1* plants resemble *coi1* single mutants in being strongly insensitive to JA treatment (Fig. 1b). We also found that *coi1* is epistatic to *jazQ* with respect to male sterility. Whereas *jazQ* flowers developed normally, *jazQ coi1* flowers had short anther filaments and lacked viable seed production (Fig. 1c,d). *jazQ coi1* flowers were also indehiscent at the time when stigmatic papillae are receptive to pollen for fertilization. Reconstructed *jazQ aos* lines maintained the JA hypersensitivity of *jazQ* plants and were also male sterile (Fig. 1e,f). These findings demonstrate that *coi1* and *aos* are epistatic to *jazQ* with respect to leaf growth and fertility traits, and that *coi1* abolishes the responsiveness of *jazQ* roots to exogenous JA.

### Constitutive growth repression of *jazQ* roots is independent of JA signaling

*jazQ* roots are not only hypersensitive to exogenous JA but also are shorter than WT roots in the absence of JA (Fig. 1b; Campos *et al*., 2016). To determine whether this constitutive short‐root phenotype results from increased sensitivity to endogenous JA, we compared the root length of *jazQ* seedlings grown in the absence of applied JA to that of *jazQ coi1* and *jazQ aos* plants. In contrast to our expectation, neither *coi1* nor *aos* rescued the short root of *jazQ* (Fig. 1b,e). This result indicated that constitutive root shortening in *jazQ* does not depend on JA signaling, and raised the possibility that one or more of the JAZs (JAZ1/3/4/9/10) affected by *jazQ* positively regulate root growth when JA concentrations are low. Comparison of *jaz* single mutants grown side by side on medium lacking JA showed that *jaz3* roots were significantly shorter than those of other mutants (Fig. 1g), suggesting that JAZ3 promotes root growth under these conditions. Only *jaz10‐1* roots were shorter than WT roots on medium containing JA, as shown in previous studies (Demianski *et al*., 2012; Moreno *et al*., 2013).

### Enhanced responsiveness of *jazQ* to exogenous JA requires MYC2/3/4

Among the diverse TFs that physically interact with JAZs are MYC2 and the closely related proteins MYC3 and MYC4, which perform prominent roles in JA signaling (Dombrecht *et al*., 2007; Fernandez‐Calvo *et al*., 2011; Schweizer *et al*., 2013). MYC5, which is also a member of the group IIIe subfamily of bHLH TFs to which MYC2/3/4 belong, plays a role in JA‐mediated stamen development (Figueroa & Browse, 2015; Qi *et al*., 2015a). We assessed whether MYC5 might contribute to JA signaling in nonfloral tissues by comparing responses of vegetative organs of a *myc2 myc3 myc4* triple mutant (referred to hereafter as *mycT*) to those of a *myc2 myc3 myc4 myc5* quadruple mutant (*myc2345*). No differences in root growth, leaf growth, or leaf anthocyanin concentrations were observed between *mycT* and *myc2345* (Fig. S3). Subsequent studies were thus focused on investigating the genetic interaction between *jazQ* and *mycT*.

To investigate the collective role of MYC2/3/4 in *jazQ* phenotypes, we compared JA responses in *jazQ* to those in *mycT* and the corresponding *jazQ mycT* octuple mutant. Root growth assays performed on JA‐free medium showed that *mycT* and WT roots were similar in length, whereas *jazQ mycT* plants displayed the constitutive short‐root trait of *jazQ* (Fig. 2a). Assays performed on JA‐supplemented media showed that *mycT* roots were partially insensitive to JA (Fig. 2a), consistent with previous studies (Lorenzo *et al*., 2004; Fernandez‐Calvo *et al*., 2011; Gasperini *et al*., 2015). Moreover, the response of *jazQ mycT* roots to JA was indistinguishable from that of *mycT* plants. These data indicate that the hypersensitivity of *jazQ* roots to JA is mediated by MYC2/3/4 but that the constitutive short‐root phenotype of *jazQ* does not require these TFs.

We used a dark‐ and JA‐induced chlorophyll degradation assay to investigate how *jazQ* and *mycT* interact to mediate shoot responses to exogenous JA. Control experiments showed comparable levels of chlorophyll in WT, *jazQ*,* mycT* and *jazQ mycT* plants, in both intact rosette leaves and in detached leaves incubated in the dark in the absence of exogenous JA (Fig. S4; Table 1). Exogenous JA promoted chlorophyll degradation in detached WT leaves incubated in the dark (Fig. 2b,c), as previously reported (Zhu *et al*., 2015). JA‐induced leaf degreening was modestly but reproducibly exacerbated in *jazQ* leaves relative to Col‐0, and this effect was abolished in both *mycT* and *jazQ mycT* lines. These results show that the responsiveness of *jazQ* leaves to exogenous JA is dependent on MYC2/3/4.

**Table 1:** Chlorophyll and anthocyanin content in plants with *jasmonate zim‐domain* quintuple (*jazQ*) and *myc2 myc3 myc4* triple (*mycT*) mutations

	Col‐0	*jazQ*	*mycT*	*jazQ mycT*
Total chlorophyll^a^	1.37 ± 0.10	1.33 ± 0.09	1.34 ± 0.07	1.41 ± 0.15
A530/g FW^b^	0.97 ± 0.30	3.75† ± 0.80	0.67 ± 0.25	1.83† ± 0.47

a Total chlorophyll levels (μg chlorophyll per mg fresh tissue) quantified from rosette leaves of 21‐d old plants (*n* = 10). Plant genotype had no effect at *P* < 0.05 with an ANOVA. Experiment was repeated three times with similar results.

b Anthocyanin levels were quantified from rosette leaves of 21‐d old plants (*n* = 14). Different symbols denote significant differences at *P* < 0.05 with Tukey's HSD test. Experiment was repeated four times with similar results.

### Growth and defense responses in *jazQ* leaves are largely dependent on MYC TFs

To determine whether MYC2/3/4 activity plays a role in JA‐mediated restriction of shoot growth, we compared leaf growth traits of 21‐d‐old plants grown in soil under our standard conditions. Consistent with previous studies (Campos *et al*., 2016), the shoot biomass, projected leaf area, petiole length, and leaf number were all decreased in *jazQ* relative to WT (Fig. 3). Loss of MYC2/3/4 in *mycT* plants had the opposite effect on shoot growth, such that leaf area, biomass and petiole length of *mycT* plants were greater than those of WT. Significantly, loss of MYCs in the *jazQ* genetic background completely recovered the restricted growth of *jazQ* leaves, and the area and biomass of *jazQ mycT* leaves also exceeded those of WT (Fig. 3b–e). These data demonstrate that JAZ1/3/4/9/10 and MYC2/3/4 act as positive and negative regulators, respectively, of leaf growth and biomass accumulation.

**Figure 3:**
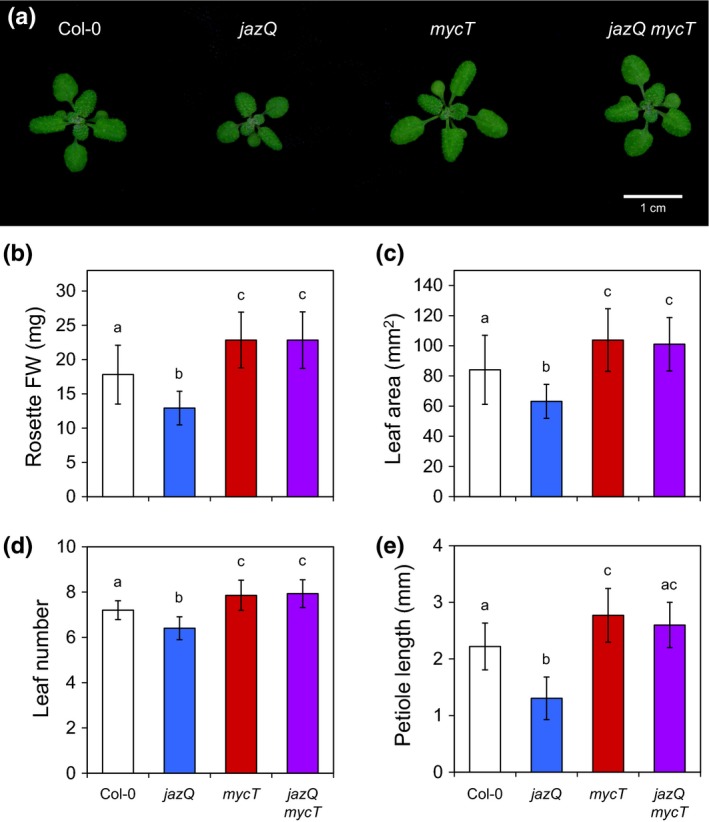
Growth suppression of *jasmonate zim‐domain* quintuple mutant (*jazQ*) rosette leaves is mediated by MYC transcription factors. (a) Photograph of Col‐0, *jazQ*,* mycT* and *jazQ mycT* rosettes of 21‐d‐old Arabidopsis plants. (b–e). Rosette growth at 21 d was assessed by measuring (b) biomass, (c) leaf area, (d) number of leaves, and (e) petiole length. Bars are means ± SD (*n *=* *14–15 plants per genotype). Different letters represent significant differences at *P *<* *0.05 determined by two‐way ANOVA with Tukey's honest significant difference (HSD) test. The experiment was repeated four times with similar results.

We next determined whether MYC TFs are required for enhanced resistance of *jazQ* plants to insect herbivory (Campos *et al*., 2016). Feeding assays performed with *Trichoplusia ni* (cabbage looper) showed that, as expected, larval growth on *jazQ* plants was reduced relative to growth of WT‐reared insects. By contrast, the mass of larvae reared on either *mycT* or *jazQ mycT* plants exceeded that on WT (Fig. 4a,b). These differences in caterpillar performance were generally reflected by the amount of leaf tissue consumed during the course of the bioassay (Fig. 4c). We conclude that enhanced defense of *jazQ* to *T. ni* feeding is dependent on MYC2/3/4 TFs. The finding that the weight gain of caterpillars grown on *mycT* slightly exceeded that of larvae reared on *jazQ mycT* plants (Fig. 4b) suggests that other regulatory factors may contribute to *jazQ*‐mediated anti‐insect defense. We also tested the effect of *mycT* on leaf anthocyanin concentrations, which are elevated in *jazQ* (Campos *et al*., 2016). Anthocyanin concentrations in *mycT* leaves were modestly but consistently lower than those in WT. Leaf anthocyanin concentrations in *jazQ mycT* were intermediate between those of *jazQ* and WT (Table 1). These results indicate that, although MYC2/3/4 positively regulate anthocyanin production, these TFs are not sufficient to account for all anthocyanin accumulation in *jazQ*.

**Figure 4:**
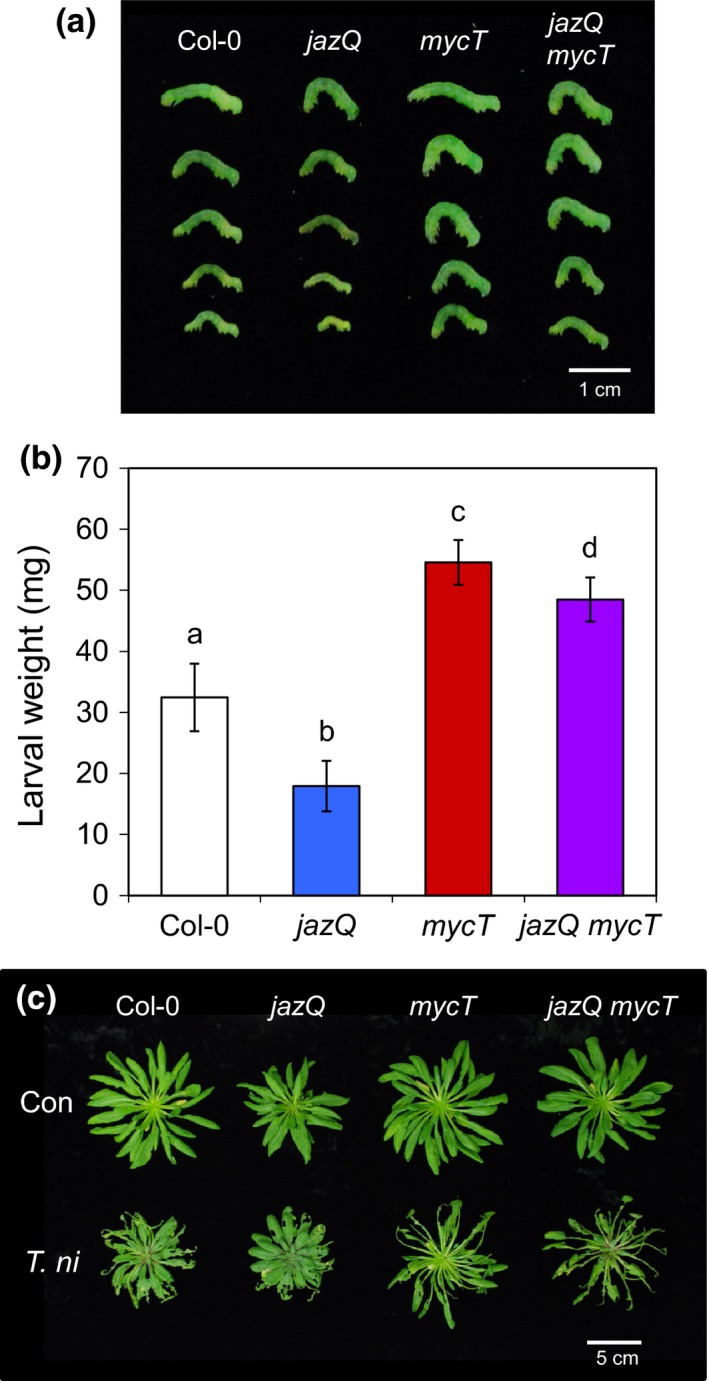
MYC2/3/4 are required for increased resistance of the *jasmonate zim‐domain* quintuple mutant (*jazQ*) to a lepidopteran herbivore. Arabidopsis plants of the indicated genotype were challenged with neonate *Trichoplusia ni* larvae. Larval weights were measured 10 d later. (a) Photograph of representative *T. ni* larvae at the end of the feeding trial. (b) Larval weight at the end of the feeding trial. Bars are means ± SD (*n *=* *12, where each sample is the mean of four larvae per plant). Different letters represent significant differences at *P *<* *0.05 with Tukey's honest significant difference (HSD) test. (c) Photograph of control (Con) and insect‐challenged plants at the end of the feeding trial. The experiment was repeated three times with similar results.

The bacterial pathogen *P. syringae* pv. tomato DC3000 (*Pst* DC3000) exploits the host JA signaling pathway to promote virulence. We therefore sought to determine whether the constitutive activation of JA signaling by *jazQ* is sufficient to alter host susceptibility to this pathogen, which uses the JA‐Ile mimic coronatine as part of its virulence strategy to suppress host defenses (Melotto *et al*., 2006). Indeed, bacterial infection assays showed that *Pst* DC3000 multiplies to a higher level on *jazQ* than on WT leaves (Fig. 5a,b). The enhanced susceptibility of *jazQ* was particularly evident from strong disease symptoms in young emerging leaves, which in WT plants typically show few disease symptoms after *Pst* DC3000 infection (Fig. 5c). Consistent with previous reports (Laurie‐Berry *et al*., 2006; Fernandez‐Calvo *et al*., 2011), *mycT* plants were more resistant than WT to *Pst* DC3000 infection. Moreover, we found that *jazQ mycT* plants resisted *Pst* DC3000 infection to a similar level to *mycT* (Fig. 5a). These results show that MYCs TFs are required for the increased susceptibility of *jazQ* to *Pst* DC3000 infection, and are consistent with the idea that this pathogen activates the JA pathway as part of a virulence strategy to suppress salicylate‐based immunity (Zhao *et al*., 2003; Katsir *et al*., 2008; Fernandez‐Calvo *et al*., 2011; Demianski *et al*., 2012; Zheng *et al*., 2012).

**Figure 5:**
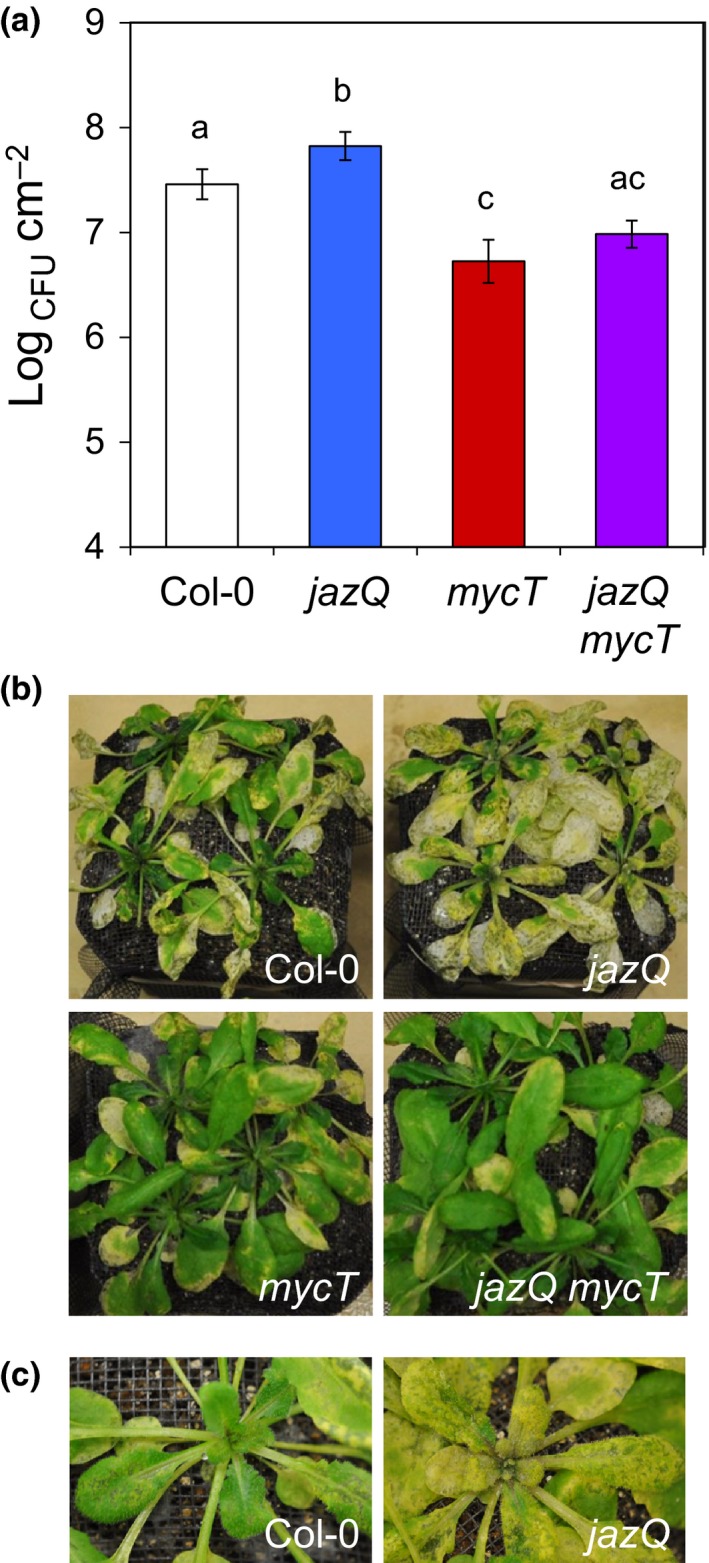
Enhanced susceptibility of the *jasmonate zim‐domain* quintuple mutant (*jazQ*) to bacterial infection requires MYC2/3/4. Five‐week‐old Arabidopsis plants of the indicated genotype were dip‐inoculated with *Pseudomonas syringae* pv. DC3000 (*Pst* DC3000) at 1 × 10^8^ colony forming units (CFUs) ml^−1^. (a) Bacterial populations, represented as CFUs, in fully expanded leaves were determined 3 d after inoculation. Data show the mean ± SD (*n *=* *4 technical replicates). Different letters represent significant differences at *P *<* *0.05 with Tukey's honest significant difference (HSD) test. The experiment was repeated three times with similar results. (b) Photograph of plants taken 6 d after inoculation with *Pst* DC3000. (c) Zoom‐in images to show increased symptom development on young leaves of *jazQ* plants 4 d after inoculation.

### MYC TFs do not promote delayed flowering in *jazQ*

Several studies have reported that JA signaling through the COI1‐JAZ pathway delays the onset of flowering in Arabidopsis (Robson *et al*., 2010; Yang *et al*., 2012; Song *et al*., 2013; Zhai *et al*., 2015). Consistent with these observations, we found that *jazQ* plants are developmentally delayed in flowering but have the same number of leaves as WT at the time of bolting (Fig. 6; Campos *et al*., 2016). Under our standard long‐day growth conditions, *mycT* alone did not have an obvious effect on flowering time. Unexpectedly, however, the combination of *jazQ* and *mycT* retarded flowering time even later than *jazQ*, and also increased the number of leaves at the time of bolting (Fig. 6). These data indicate that MYC2/3/4 do not mediate the delayed flowering of *jazQ*.

**Figure 6:**
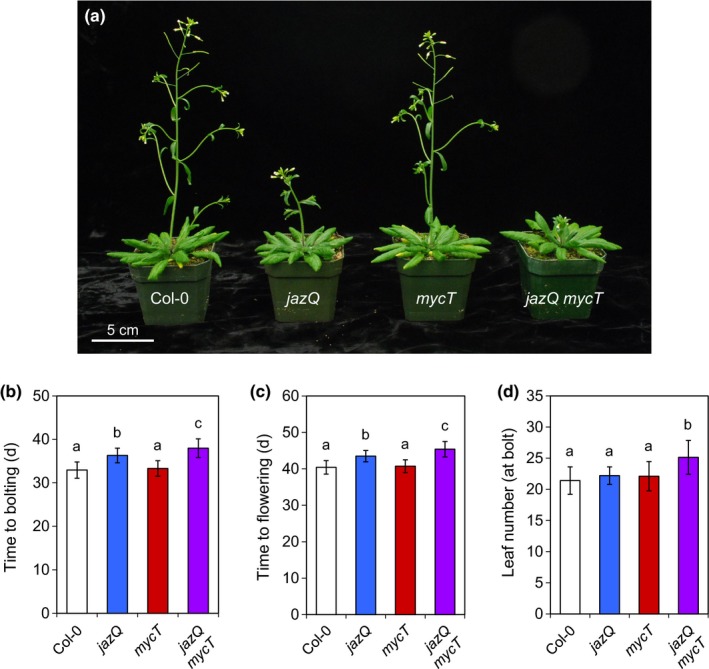
Delayed flowering of the *jasmonate zim‐domain* quintuple mutant (*jazQ*) is not dependent on MYC transcription factors. (a) Photograph of Col‐0, *jazQ*,* mycT* and *jazQ mycT* inflorescence in 45‐d‐old Arabidopsis plants. (b, c) Flowering time was assessed by counting the days required for (b) bolting and (c) flowering. (d) Quantification of the number of leaves at the time of bolting. Bars are means ± SD (*n *=* *29–32 plants per genotype). Different letters represent significant differences at *P *<* *0.05 with Tukey's honest significant difference (HSD) test. The experiment was repeated four times with similar results.

### Global transcript profiling identifies MYC‐dependent and ‐independent sectors of JAZ‐repressible gene expression

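Whole seedlings of 4 genotypes of Arabidopsis were profiled at an age of 8 d, with 3 libraries per genotype and about 200 seedlings in each sample. Col-0 is the wild type, jazQ carries insertions in 5 JAZ genes, mycT carries insertions in 3 MYC genes, and jazQ mycT carries all 8. The Col-0 and jazQ libraries come from an earlier study, and the paper states that the lines were grown and processed in parallel. The authors deposited for each gene the count that RSEM expected on the TAIR10 gene models, in whole numbers, and its value in TPM. The counts summed to between 12336090 and 26347184 per library, with medians of 17969514 in Col-0, 15408967 in jazQ, 21460412 in mycT and 21357407 in jazQ mycT. Ribosomal RNA genes took 2.56% of the counts in mycT replicate 1 and 6.02% in jazQ mycT replicate 1, and between 0.403% and 1.18% in the other libraries. Differential expression was tested on the counts of all 12 libraries with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after TMM normalization and a filter on low counts that left 20888 genes. Lists of genes were tested with fry of limma, a rotation test on the residuals of the same model, with Benjamini-Hochberg adjustment over the 36 tests of 6 lists. Values in TPM are given as mean ± SD (n = 3).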

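Among the mutated genes, JAZ1 (AT1G19180) was at 51.1 ± 8.08 TPM in Col-0, 5.33 ± 0.701 TPM in jazQ and 4.87 ± 0.562 TPM in jazQ mycT. JAZ4 (AT1G48500) had a log2 fold change of −1.21 in jazQ (standard error 0.17, adjusted p = 0.00166 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Counts on JAZ3 (AT3G17860) and JAZ10 (AT5G13220) were higher in jazQ, with log2 fold changes of 5.46 and 6.16, and those on JAZ9 (AT1G70700) did not change detectably (0.14, adjusted p = 0.578 from edgeR's test). In mycT the log2 fold change was −0.55 for MYC2 (AT1G32640, adjusted p = 0.0378 from edgeR's test), −0.12 for MYC3 (AT5G46760, adjusted p = 0.626) and 0.23 for MYC4 (AT4G17880, adjusted p = 0.240). The call of MYC2 was lost in all but 4 of the 12 fits that left out a library, where its adjusted p from edgeR's test was 0.0916 without Col-0 replicate 1, 0.167 without Col-0 replicate 2, 0.0510 without jazQ replicate 1, 0.113 without mycT replicate 1, 0.0548 without mycT replicate 2, 0.0524 without mycT replicate 3, 0.0614 without jazQ mycT replicate 2 and 0.0554 without jazQ mycT replicate 3. The log2 fold change of MYC2 lay between −0.62 and −0.42 where the call was lost. A count on a gene model does not show whether the transcript is intact.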

To better understand the contribution of MYC TFs to changes in gene expression resulting from loss of JAZ1/3/4/9/10, we used mRNA sequencing (RNA‐seq) to compare transcript profiles of WT, *jazQ*,* mycT*, and *jazQ mycT* seedlings grown in the absence of exogenous JA (Table S2). 

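Relative to Col-0, 365 genes were up-regulated in jazQ and 586 in jazQ mycT. Of the genes up-regulated in jazQ, 162 were not called up-regulated in jazQ mycT. Their median log2 fold change relative to Col-0 was 0.49 in jazQ, 0.17 in jazQ mycT and −0.095 in mycT. A gene can lose its call with little change in its level, so jazQ mycT was also compared directly with jazQ. In that comparison 57 of these genes were significantly lower in jazQ mycT. Relative to Col-0, 132 had a positive log2 fold change in jazQ mycT. Both changes share the Col-0 libraries, and simulated groups without a change that share them gave a median correlation of 0.496. No such value is given for the 132, so this number alone shows no retained rise. In mycT relative to Col-0, 20 of the 162 genes were down-regulated. The setting that moved the number of these genes most was a threshold of 2-fold in addition to the adjusted p, which left 43. Their number was 65 without Col-0 replicate 1, 95 without Col-0 replicate 2, 89 without jazQ replicate 1 and 63 without jazQ replicate 2. The number of genes up-regulated in jazQ was 185 without Col-0 replicate 1, 224 without Col-0 replicate 2 and 218 without jazQ replicate 2, and that in jazQ mycT was 347 without Col-0 replicate 1, 350 without Col-0 replicate 2, 342 without jazQ mycT replicate 2 and 361 without jazQ mycT replicate 3.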

We used stringent statistical criteria to define a set 99 JAZ1/3/4/9/10‐repressible, MYC2/3/4‐inducible transcripts whose abundance relative to Col‐0 is higher in *jazQ* but not in *jazQ mycT* (Figs 7a, S5). Likewise, 159 MYC‐independent genes were identified as being up‐regulated in both *jazQ* and *jazQ mycT* (Figs 7a, S5). 

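Both jazQ and jazQ mycT showed raised transcript levels for 203 genes relative to Col-0. The median log2 fold change of these genes was 0.84 in jazQ, 0.74 in jazQ mycT and 0.025 in mycT. In the direct comparison of jazQ mycT with jazQ, 5 of them were significantly lower and 3 significantly higher. As both comparisons share the Col-0 libraries, groups without a change were simulated against the same controls. In 20 such simulations the median number of genes up-regulated in both was 0 by edgeR's test and 117 at an unadjusted p under 0.05. No observed number at the unadjusted p is given beside the 117. In jazQ mycT relative to mycT, a comparison without Col-0 libraries, 181 of the 203 genes were significantly higher. For these genes this argues against the shared Col-0 libraries as the source of the rise in jazQ mycT. Both comparisons of jazQ mycT do share the jazQ mycT libraries. Without Col-0 replicate 1 the number of genes up-regulated in both jazQ and jazQ mycT was 120, without Col-0 replicate 2 it was 129 and without jazQ mycT replicate 2 it was 135.

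**Figure D1:**
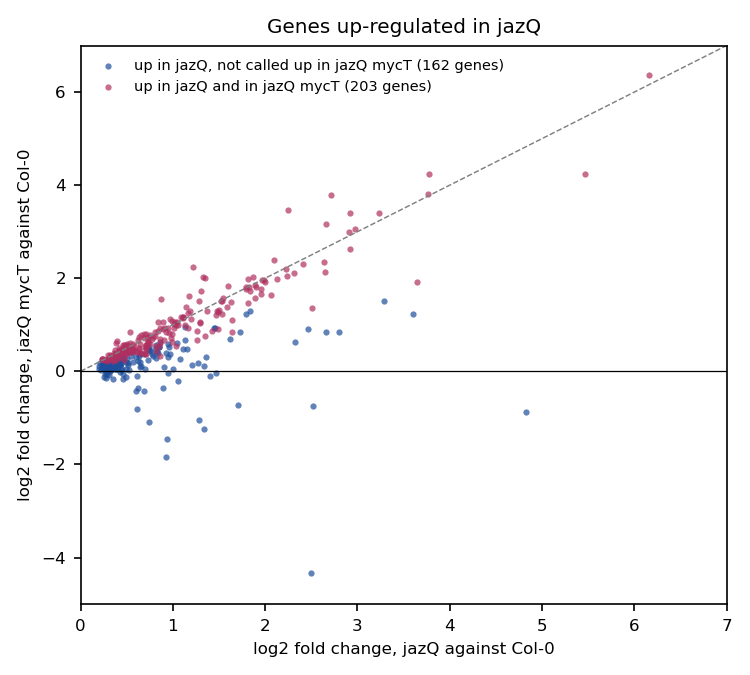
Log2 fold change relative to Col-0 in jazQ (horizontal axis) and in jazQ mycT (vertical axis) of the 365 genes up-regulated in jazQ, each point a gene, coloured by whether the gene was also called up-regulated in jazQ mycT. Of the 162 genes without that call, 132 lie above 0 on the vertical axis. Both axes share the Col-0 libraries, which can raise this number without an effect.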

Based on this analysis, we estimate that MYC2/3/4 activity is required for the increased expression of *c*. 

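The genes up-regulated in jazQ and not called in jazQ mycT made up 44.4% of those up-regulated in jazQ. With each library left out in turn, this share lay between 28.9% (without jazQ replicate 2) and 54.5% (without jazQ mycT replicate 3). Where a gene was instead required to be significantly lower in jazQ mycT than in jazQ, 62 genes met the definition, a share of 17.0%.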

38% of all genes that are up‐regulated in *jazQ* seedlings. Among the 258 genes that were up‐regulated in *jazQ* relative to Col‐0, the MYC‐dependent gene set was associated with gene ontologies for JA biosynthesis and glucosinolate (GLS) metabolism, and also included known wound‐response genes such as *vegetative storage protein 2* (*VSP2*) and *tyrosine aminotransferase 1* (*TAT1*) (Fig. 7b,c). That several of these MYC‐dependent genes, most notably genes involved in GLS biosynthesis, were strongly repressed by *mycT* relative to Col‐0 (Figs 7c, S6) is consistent with a role for MYC TFs in maintaining basal expression of JA‐responsive genes.

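LOX2 (AT3G45140) transcripts were at 45.0 ± 9.96 TPM in Col-0, 139.7 ± 45.0 TPM in jazQ, 29.6 ± 4.29 TPM in mycT and 74.9 ± 6.71 TPM in jazQ mycT. Its log2 fold change was 1.64 in jazQ (adjusted p = 0.000918 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.83 in jazQ mycT (adjusted p = 0.0341), so that LOX2 was called in both. For the call in jazQ mycT the adjusted p from edgeR's test was 0.135 without Col-0 replicate 1, 0.0750 without Col-0 replicate 3, 0.0719 without jazQ mycT replicate 1, 0.112 without jazQ mycT replicate 2 and 0.0843 without jazQ mycT replicate 3. The log2 fold change of LOX2 lay between 0.72 and 0.86 in these fits. Relative to jazQ the log2 fold change of LOX2 in jazQ mycT was −0.80 and did not pass the threshold (adjusted p = 0.0681 from edgeR's test). It passed without jazQ replicate 3 (adjusted p = 0.00211 from edgeR's test), without a filter on low counts (0.0466) and by DESeq2 (0.0292). It also passed with the replicate number as a block in the fit (adjusted p = 0.0369 from edgeR's test). OPR3 (AT2G06050) had a log2 fold change of 1.08 in jazQ (standard error 0.078, adjusted p = 7.83e-06 from edgeR's test) and of −0.81 in jazQ mycT relative to jazQ (adjusted p = 0.000127).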

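VSP2 (AT5G24770) was at 2.65 ± 1.38 TPM in Col-0, 29.7 ± 19.7 TPM in jazQ and 5.40 ± 0.204 TPM in jazQ mycT, with a log2 fold change of 3.60 in jazQ (adjusted p = 0.00320 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In jazQ mycT it did not pass the threshold (1.23, adjusted p = 0.260 from edgeR's test), although it did without jazQ replicate 3 (adjusted p = 0.0275). In jazQ mycT relative to jazQ the log2 fold change of VSP2 was −2.37. It lay between −2.41 and −1.87 in the fits named next that left out a library. The adjusted p of that comparison from edgeR's test was 0.0211, and it was 0.0945 without jazQ replicate 1, 0.0798 without jazQ replicate 2, 0.0727 without jazQ mycT replicate 1, 0.101 without jazQ mycT replicate 2 and 0.0912 without jazQ mycT replicate 3. This call was also lost by the re-implemented test of DESeq (adjusted p = 0.692), with the compared genotypes alone in the fit (0.0657) and on log2(TPM + 1) (0.0561, or 0.128 without a filter) and log2(TPM + 0.1) (0.0686). AT4G23600, listed as CORI3, was taken for TAT1 because its TPM values equal the bars drawn for that gene in Fig. 7c. It had a log2 fold change of 1.35 in jazQ (adjusted p = 0.00843 from edgeR's test, 0.0553 without Col-0 replicate 1) and of 0.30 in jazQ mycT (adjusted p = 0.525). Relative to jazQ it was −1.05 in jazQ mycT, and between −1.10 and −0.88 in the fits named next that left out a library. The adjusted p from edgeR's test was 0.0314, a call that was lost at 0.131 without jazQ replicate 1, 0.137 without jazQ replicate 2, 0.112 without jazQ mycT replicate 1, 0.100 without jazQ mycT replicate 2 and 0.105 without jazQ mycT replicate 3. It was lost too by the re-implemented test of DESeq (adjusted p = 0.234), with the compared genotypes alone in the fit (0.0567) and on log2(TPM + 1) without a filter (0.0960).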

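In mycT 177 genes were down-regulated relative to Col-0. That number was 70 without Col-0 replicate 1, 54 without Col-0 replicate 2, 291 without Col-0 replicate 3, 56 without mycT replicate 1, 99 without mycT replicate 2, 99 without mycT replicate 3, 116 without jazQ mycT replicate 2 and 114 without jazQ mycT replicate 3. BCAT4 (AT3G19710) was at 52.8 ± 15.0 TPM in Col-0 and 2.13 ± 0.311 TPM in mycT, a log2 fold change of −4.56 (standard error 0.26, adjusted p = 1.77e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene described in the files as isopropylmalate dehydrogenase 1 (AT5G14200, IMD1) was taken for IPMDH1 and had a log2 fold change of −2.35 in mycT (adjusted p = 4.04e-05 from edgeR's test), and CYP79B3 (AT2G22330) one of −3.00 (adjusted p = 1.06e-06). In jazQ, BCAT4 rose by 0.90 on the log2 scale (adjusted p = 0.0248 from edgeR's test), a call that was lost without Col-0 replicate 1 (0.0981), jazQ replicate 1 (0.0639) or jazQ replicate 2 (0.0967). The rise of BCAT4 lay between 0.78 and 0.89 in these fits. IMD1 and CYP79B3 rose in jazQ by 0.69 and 0.53, which did not pass the threshold (adjusted p = 0.0604 and 0.0521 from edgeR's test). For IMD1 the adjusted p was 0.0463 by DESeq2 and 0.0450 from edgeR's test without a filter, and for CYP79B3 0.00569 and 0.0393. With the replicate number as a block in the fit, the adjusted p from edgeR's test was 0.0272 for IMD1 and 0.0178 for CYP79B3. With rRNA and organelle genes left out, a setting chosen after seeing the data, it was 0.0466 for CYP79B3. For CYP79B3 the adjusted p from edgeR's test was also 0.0478 without mycT replicate 1 and 0.0385 without jazQ mycT replicate 1. Relative to jazQ the log2 fold changes in jazQ mycT were −1.25 for BCAT4, −1.01 for IMD1 and −2.48 for CYP79B3. Their adjusted p from edgeR's test was 0.00277, 0.00865 and 2.15e-06. The call of IMD1 was lost without jazQ mycT replicate 2 (0.0501).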

**Figure 7:**
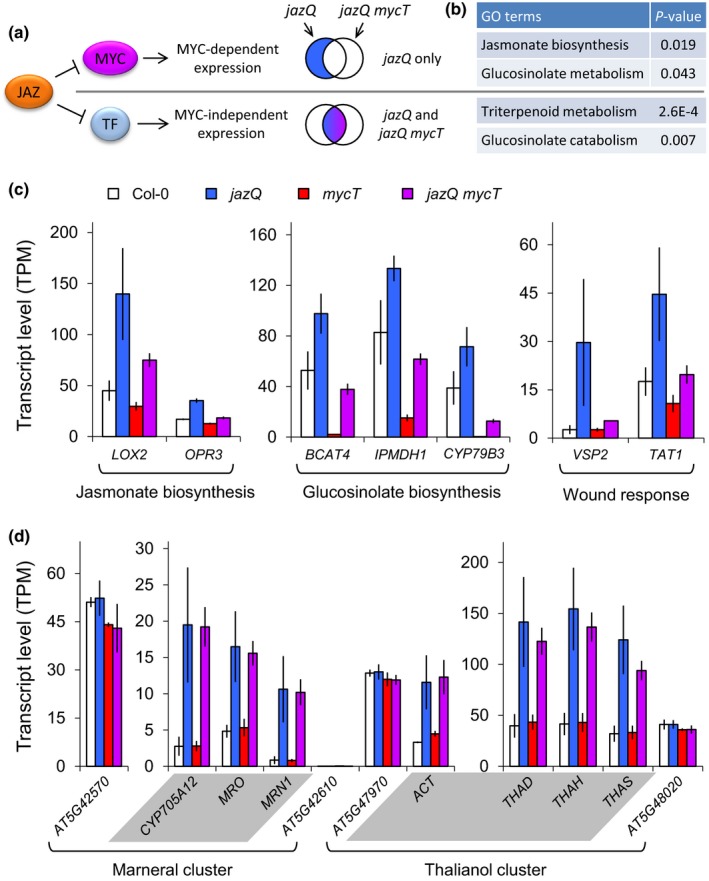
JASMONATE ZIM‐DOMAIN (JAZ) proteins coordinate gene expression through MYC‐dependent and ‐independent mechanisms in Arabidopsis. (a) Conceptual framework of genes up‐regulated in *jazQ*. Genes controlled by the JAZ‐MYC module are up‐regulated in *jazQ* but not *jazQ mycT*, whereas genes controlled by other (MYC‐independent) JAZ‐transcription factor (TF) modules are up‐regulated in both *jazQ* and *jazQ mycT*. (b) Gene ontology (GO) terms of genes up‐regulated in *jazQ* only (top) or in *jazQ* and *jazQ mycT* (bottom). (c) MYC‐dependent expression of selected genes associated with jasmonate biosynthesis, glucosinolate biosynthesis, and the wound response. *lipoxygenase 2* (*LOX2*), *branched‐chain aminotransferase 4* (*BCAT4*), *isopropyl malate dehydrogenase 1* (*IPMD1*), *CYP79B3* and *TAT1* promoters are reported targets of MYC2. (d) MYC‐independent expression of genes associated with triterpenoid metabolism from the marneral and thalianol clusters (shaded genes), with genes flanking these clusters shown for comparison. Errors bars are ± SD of the mean of three biological replicates. Expression levels are transcripts per million (TPM).

Among the genes that were up‐regulated most robustly in *jazQ* (relative to WT) and independently of MYC2/3/4 were those associated with triterpenoid biosynthesis and GLS catabolism (Fig. 7b). Marneral and thalianol triterpenoids are synthesized in the Arabidopsis root epidermis by enzymes encoded within metabolic gene clusters (Field & Osbourn, 2008). Strikingly, transcript levels for all genes within these clusters were similarly elevated in both *jazQ* and *jazQ mycT*, and *mycT* alone did not affect the basal expression level observed in WT (Fig. 7d). 

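The marneral cluster holds CYP705A12 (AT5G42580), MRO (AT5G42590) and MRN1 (AT5G42600), and the thalianol cluster ACT (AT5G47980), THAD (AT5G47990), THAH (AT5G48000) and THAS (AT5G48010). ACT was identified by its place between AT5G47970 and THAD, as drawn in Fig. 7d. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 7 of the 7 genes were up-regulated in jazQ and 7 in jazQ mycT, and the numbers were equal when adjusted over the list alone. The median log2 fold change of the list was 1.90 in jazQ (fry, adjusted p = 0.00102), 1.82 in jazQ mycT (fry, adjusted p = 0.000748) and 0.18 in mycT (fry, adjusted p = 0.488). In mycT the median was −0.065 without Col-0 replicate 1. In jazQ mycT relative to jazQ the median was 0.017 and the mean −0.026 (fry, adjusted p = 0.993), and with each library left out in turn the median lay between −0.25 (without jazQ replicate 3) and 0.26 (without jazQ replicate 2). The interaction had a median of −0.23 (fry, adjusted p = 0.580), which lay between −0.42 and −0.042 with each library left out. MRN1 was at 0.843 ± 0.548 TPM in Col-0, 10.6 ± 4.56 TPM in jazQ, 0.800 ± 0.205 TPM in mycT and 10.2 ± 1.79 TPM in jazQ mycT. THAS was at 31.9 ± 7.96 TPM in Col-0, 124 ± 33.6 TPM in jazQ, 33.1 ± 6.71 TPM in mycT and 94.0 ± 9.53 TPM in jazQ mycT.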

We also found that the expression of genes immediately flanking the marneral and thalianol gene clusters was not altered by *jazQ* or *mycT*. Thus, the effect of *jazQ* in increasing the expression of triterpenoid biosynthetic genes is not only independent of MYC2/3/4, but is also spatially restricted to genes within the clusters.

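Of the genes that border the clusters, AT5G42570 had a log2 fold change of 0.030 in jazQ and −0.12 in mycT (adjusted p = 0.910 and 0.491 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Those of AT5G47970 were 0.013 and −0.015 (adjusted p = 0.973 and 0.964 from edgeR's test) and those of AT5G48020 were 0.0053 and −0.098 (adjusted p = 0.988 and 0.596). AT5G42610 had at most 1 count in any library and was too low to be tested, so that a change in it was not detectable at this depth.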

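Among the 10 annotated genes on each side of both clusters, 30 of 40 had enough counts to be tested, and 2 of these were up-regulated in jazQ. AT5G47950 lies outside the thalianol cluster as drawn in Fig. 7d, and whether it belongs to the same pathway was not examined. It had a log2 fold change of 0.93 in jazQ (adjusted p = 0.000524 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.83 in jazQ mycT (adjusted p = 0.000607). AOS (AT5G42650), on the outer side of the marneral cluster, had a log2 fold change of 0.97 in jazQ (adjusted p = 0.0159 from edgeR's test), a call that was lost without Col-0 replicate 1 (0.0702) or jazQ replicate 2 (0.0589). Its log2 fold change was 0.81 and 0.75 in these fits. In jazQ mycT that of AOS was 0.37 (adjusted p = 0.291 from edgeR's test). The other neighbours tested lay between −0.74 and 0.66 in jazQ. In mycT 0 of the neighbours were called by edgeR's test, with 5 at an unadjusted p under 0.05, and they lay between −0.29 and 0.50.

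**Figure D2:**
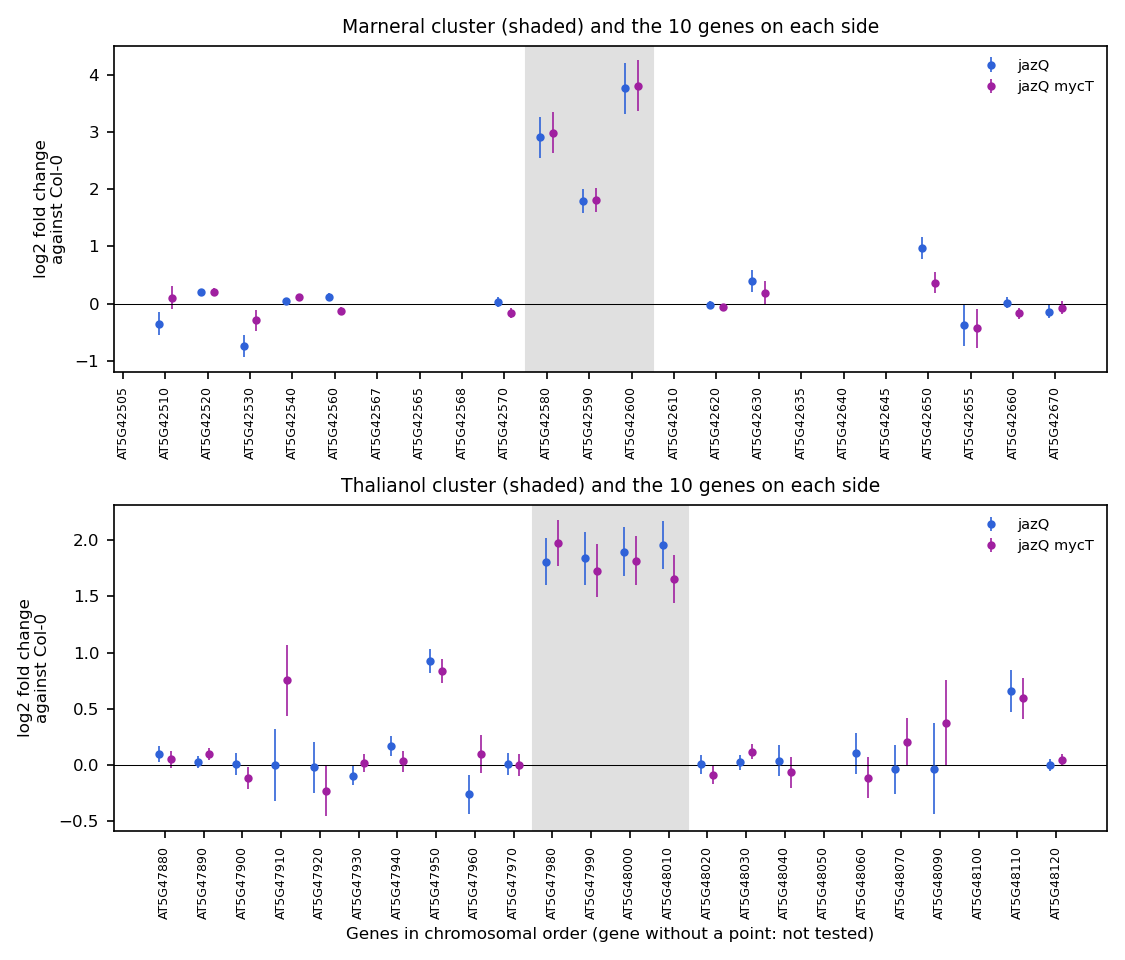
Log2 fold change relative to Col-0 (vertical axis) of the genes of the marneral and thalianol clusters and of the 10 annotated genes on each side, in chromosomal order, for jazQ and jazQ mycT. Among the neighbours, AT5G47950 is at 0.93 in jazQ and 0.83 in jazQ mycT.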

In intact plant cells, GLSs are stored as inert glycosides physically separated from GLS catabolic enzymes (Halkier & Gershenzon, 2006). Tissue disruption by herbivores allows myrosinases to deglycosylate GLSs, whereas ancillary specifier proteins catalyze the formation of cyanate and nitrile toxins from the corresponding aglycones (Fig. S7a). We found that genes encoding enzymes involved in GLS breakdown were significantly up‐regulated in both *jazQ* and *jazQ mycT* (Fig. S7b,c). This expression pattern was highly distinct from that of MYC‐dependent GLS biosynthetic genes (Figs S6, S7), suggesting that specific JAZ–TF modules control different aspects of GLS metabolism. Further analysis of the broader set of 159 genes that are up‐regulated in *jazQ* independently of MYC2/3/4 (Fig. 7a) revealed a substantial overlap with genes that are up‐regulated in roots of the *ninja‐1* mutant (Fig. S5c) (Gasperini *et al*., 2015). This overlap was significantly greater than the portion of MYC‐dependent genes that overlapped with *ninja‐1* (*P *=* *0 .0013; Fisher's exact test), suggesting that NINJA cooperates with JAZ1/3/4/9/10 to repress the expression MYC‐independent genes.

Among the 88 genes expressed to higher levels in *mycT* than Col‐0, there was little overlap with genes misregulated by either *jazQ* or *jazQ mycT* (Fig. S5a). 

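In mycT 200 genes were up-regulated relative to Col-0, of which 27 were also up-regulated in jazQ mycT and not in jazQ, and 4 in both. Across all genes tested, the log2 fold changes of mycT and jazQ relative to Col-0 had a correlation of −0.00936, where simulated groups without a change that share the Col-0 libraries gave a median of 0.483. For mycT and jazQ mycT relative to Col-0 the correlation was 0.355, where the simulated median was 0.502. Genes are not independent replicates, so no test is given for these correlations. The number of genes up-regulated in mycT was 44 without Col-0 replicate 1, 17 without Col-0 replicate 2, 120 without jazQ replicate 1, 26 without mycT replicate 1, 72 without mycT replicate 3, 111 without jazQ mycT replicate 2 and 99 without jazQ mycT replicate 3. With the Col-0 and mycT libraries alone in the fit it was 13.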

We found that the majority of genes (37/72 genes; 51.4%) uniquely up‐regulated in *mycT* are associated with chloroplast processes and, in particular, photosynthesis (Fig. S8). 

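In mycT 169 genes were up-regulated that were called up-regulated in neither jazQ nor jazQ mycT. That number was 35 without Col-0 replicate 1, 14 without Col-0 replicate 2, 101 without jazQ replicate 1, 18 without mycT replicate 1, 56 without mycT replicate 3, 101 without jazQ mycT replicate 2 and 87 without jazQ mycT replicate 3. A list of 75 nuclear genes was drawn up by the symbols of photosynthesis genes, which took in PSAT1, PSAT2 and PSAT as well although these are no photosynthesis genes, and 9 of the genes up-regulated in mycT alone belonged to it. This was 5.33% of them, against 0.359% of all genes tested (Fisher's exact test, two-sided, p = 9.54e-09). That test takes genes as independent replicates, which they are not, so its p is too small by an unknown amount. No overlap is given with a library left out. The paper's share counts genes tied to chloroplast processes, a wider class than this list, so the shares cannot be compared. In mycT the list had a median log2 fold change of 0.23, with 71 genes higher (fry, adjusted p = 0.00903), and without the PSAT genes, a setting chosen after seeing the data, the median was 0.24. By edgeR's test over all genes 11 of the list were up-regulated, and 45 were higher and 2 lower when adjusted over the list alone. In jazQ the median was 0.058 (fry, adjusted p = 0.455) and in jazQ mycT 0.037 (fry, adjusted p = 0.529). On the scale of log2(TPM + 1) the median in mycT was 0.14 and the list did not pass the unadjusted threshold, while the median of all genes on this scale was −0.084. With TPM rescaled without rRNA and organelle genes, a setting chosen after seeing the data, the median of the list was 0.16 and it passed that threshold. The effect of mycT on the list differed between jazQ and Col-0 by a median of −0.27 (fry on the interaction, adjusted p = 0.0307).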

Gas exchange experiments showed that *mycT* leaves had higher CO_2_ assimilation rate per unit leaf area than Col‐0 leaves under our plant growth conditions (Fig. S9). Photosynthetic rates measured in *jazQ* and *jazQ mycT* leaves were comparable to those in WT (Fig. S9). These findings suggest a potential role for the MYC2/3/4 TFs as negative regulators of photosynthesis, and further highlight the complex relationship between JA signaling and photosynthetic capacity (Campos *et al*., 2016).

## Discussion

### Genetic interactions in the core JA signaling pathway

Genetic epistasis provides a powerful approach to dissect complex interactions between core components of the JA pathway, as exemplified by recent studies of root responses to JA (Acosta *et al*., 2013; Gasperini *et al*., 2015). We previously employed a genetic suppressor screen to identify mutations that uncouple growth–defense antagonism in leaves of the *jazQ* mutant (Campos *et al*., 2016). Here, we report on a new class of *jazQ* suppressor mutants in which defects in either JA‐Ile biosynthesis (*aos*) or perception (*coi1*) suppress both the slow growth and enhanced defense traits of *jazQ* leaves. Given that JA‐Ile biosynthesis and perception are both required for turnover of JAZ repressors, the most likely mechanistic explanation for the observed *jazQ aos* and *jazQ coi1* phenotypes is that one or more of the remaining JAZs in *jazQ* are stabilized by the loss of the JAZ degradation machinery. This model implies that the remaining complement of JAZs in *jazQ* can strongly repress JA responses in the absence of JAZ1/3/4/9/10, thus providing evidence for functional redundancy among JAZs. The genetic interactions defined in our study are generally consistent with current models of JA‐mediated signal transduction in which JA‐Ile and COI1 work together to degrade JAZs, thereby relieving repression on target TFs (Fig. 1a).

A unique attribute of *jazQ* in comparison to *jaz* single mutants is its enhanced sensitivity to exogenous JA. One explanation for this phenotype is that genetic depletion of JAZs increases the capacity of SCF^COI1^ to ubiquitylate the remaining pool of JAZ substrates in *jazQ*, which is consistent with evidence that COI1 dosage modulates sensitivity to JA (Feng *et al*., 2003). Alternatively, the enhanced responsiveness of *jazQ* to JA treatment may reflect the loss of JAZ proteins that desensitize JA responses once the signaling pathway is initiated (Campos *et al*., 2014). JAZ1 and JAZ10 probably contribute to this role. First, JAZ10 alternative splice variants are resistant to JA‐induced degradation, and loss of these isoforms is associated with increased sensitivity to JA (Chung & Howe, 2009; Moreno *et al*., 2013). Second, the N termini of both JAZ10 and JAZ1 contain a cryptic MYC‐interaction domain (CMID) that may enhance the capacity of these proteins to repress MYCs in JA‐elicited cells (Moreno *et al*., 2013; Goossens *et al*., 2015; Zhang *et al*., 2017). The up‐regulation of JA biosynthetic genes in *jazQ* raises the additional possibility that changes in endogenous JA/JA‐Ile concentrations contribute to the phenotypes observed in this line. Regardless of the mechanisms that confer enhanced sensitivity of *jazQ* to JA, it is evident that *jazQ* mutant phenotypes are relatively subtle in comparison to WT plants subject to chronic JA exposure. This observation supports the notion of genetic redundancy among *JAZ* genes and provides a strong rationale for further analysis of higher order *jaz* mutants.

In addition to JA hypersensitivity, *jazQ* roots are *c*. 25% shorter than those of WT in the absence of exogenous JA (Campos *et al*., 2016; this work). The unexpected finding that constitutive root shortening also occurs in *jazQ aos*,* jazQ coi1*, and *jazQ mycT* mutants indicates that this phenotype is not dependent on core components of the JA pathway. Analysis of *jaz* single mutants further suggested that JAZ3 may serve a role in promoting root growth in the absence of JA, but additional studies are needed to test this hypothesis. We are not aware of other studies suggesting JA‐independent roles for JAZ proteins. However, it was recently reported that overexpression of Arabidopsis TIFY8, a ZIM domain‐containing protein belonging to the TIFY family to which JAZs belong, stunts primary root growth in the absence of exogenous JA (Perez *et al*., 2014). TIFY8 also represses transcriptional activity through recruitment of the NINJA−TPL corepressor complex, but does not affect the expression of JA‐responsive genes. Acosta *et al*. (2013) found that null mutations in *NINJA* led to JA‐independent reduction in root cell elongation to generate a short‐root phenotype similar to that of *jazQ*. Given that JAZs and NINJA physically interact and negatively regulate JA signaling in roots (Pauwels *et al*., 2010; Acosta *et al*., 2013), it is possible that JAZ−NINJA complexes have a role in promoting root growth under specific conditions or in specific cell types. Unlike *jazQ*,* ninja* null mutations do not confer hypersensitivity to exogenous JA (Acosta *et al*., 2013), presumably because loss of NINJA does not impede JA‐Ile‐dependent JAZ degradation via SCF^COI1^ and the 26S proteasome. In future studies it will be informative to determine whether *jazQ* and *ninja* mutations mediate constitutive root shortening through the same or parallel pathways.

### Unraveling physiological roles of multiple JAZ–TF interactions

A current challenge in JA research is to understand how the hormone controls diverse aspects of plant growth, development, and responses to the environment. As summarized in Fig. 8, our genetic data suggest that JAZ‐mediated control over MYC2/3/4 TFs plays a major role in executing the majority of JA‐related phenotypes in *jazQ*. We found that MYCs are largely responsible for root hypersensitivity to JA, reduced leaf biomass, leaf defense against insect herbivory, and JA‐induced chlorophyll degradation. The latter observation supports previous studies showing that exogenous JA and leaf damage reduce the abundance of photosynthetic proteins in Arabidopsis leaves, perhaps as a strategy to mobilize resources for defense (Gfeller *et al*., 2011; Shan *et al*., 2011; Zhu *et al*., 2015). Consistent with previous work showing that MYCs are critical for the effects of coronatine on virulence of *Pst* DC3000 (Fernandez‐Calvo *et al*., 2011; Zheng *et al*., 2012; Schweizer *et al*., 2013; Gimenez‐Ibanez *et al*., 2017), we also found that *jazQ*‐mediated enhanced susceptibility to this pathogen is eliminated by *mycT*. These collective data support a dominant role for MYC TFs in mediating JA responses in Arabidopsis and further demonstrate that MYC activity can be enhanced through loss of a specific subset of MYC‐interacting JAZs *in vivo*.

**Figure 8:**
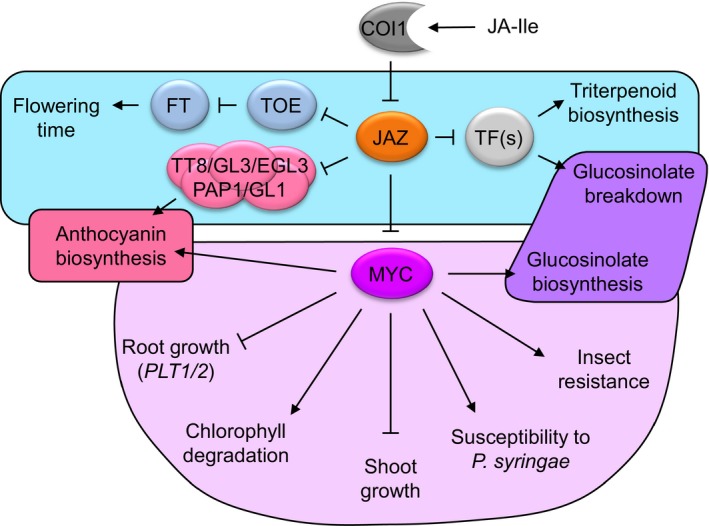
Conceptual model of how jasmonate (JA) signaling controls multiple JASMONATE ZIM‐DOMAIN (JAZ)‐transcription factor modules to mediate diverse physiological responses. The model depicts specific processes that are either dependent (light purple) or not dependent (blue) on MYC transcription factors (TFs). Some processes, including glucosinolate and anthocyanin metabolism, are controlled by JAZ‐mediated repression of both MYC and non‐MYC TFs. See the Discussion section for details. COI1, coronatine insensitive 1; FT, flowering locus T; TOE, target of eat; TT8, transparent testa 8; GL3, glabrous 3; GL1, glabrous 1; PAP1, production of anthocyanin pigment 1; EGL3, enhancer of glabra 3; TF, transcription factor; PLT1/2, plethora 1 and 2.

Our findings support an increasing number of studies showing that JAZs functionally interact with TFs other than MYCs (Fig. 8) (Wager & Browse, 2012; Chini *et al*., 2016; Goossens *et al*., 2016). One example is *jazQ*‐mediated anthocyanin accumulation, which was reduced but not eliminated by *mycT*. The role of MYC TFs as positive regulators of anthocyanin biosynthesis is well established (Niu *et al*., 2011; Nakata *et al*., 2013). Other JAZ‐interacting TFs, however, including YABBY, MYB, and transparent testa 8/glabrous 3, also contribute to JA‐inducible anthocyanin accumulation (Shan *et al*., 2009; Qi *et al*., 2011; Boter *et al*., 2015). It thus seems likely that these non‐MYC TFs contribute to the anthocyanin accumulation observed in *jazQ mycT* plants (Fig. 8).

We also demonstrate that MYC2/3/4 activity is not required for delayed flowering of *jazQ*. This finding agrees with recent models in which a subset of JAZ proteins (i.e. JAZ1/3/4/9) repress TARGET OF EAT1 (TOE1) and TOE2 TFs, which delay flowering time by repressing the expression of *FLOWERING LOCUS T* (*FT*) (Zhai *et al*., 2015). Although additional work is needed to understand how *mycT* further delays the flowering time of *jazQ*, inspection of RNA‐seq data (Campos *et al*., 2016; this work) showed a strong correlation between *FT* transcript levels and flowering time in various mutant lines. For example, *FT* mRNA levels were high in the early‐flowering *phyB* and *jazQ phyB* lines, whereas *FT* transcript levels were strongly reduced (relative to Col‐0) in *jazQ* and even lower in *jazQ mycT* (Fig. S10).

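FT (AT1G65480) transcript levels were 4.53 ± 1.01 TPM in Col-0, 2.64 ± 0.649 TPM in jazQ, 3.75 ± 0.615 TPM in mycT and 1.69 ± 0.559 TPM in jazQ mycT. The log2 fold change relative to Col-0 was −0.79 in jazQ (standard error 0.26, adjusted p = 0.136 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), −0.18 in mycT (adjusted p = 0.774) and −1.32 in jazQ mycT (adjusted p = 0.0124). The call in jazQ mycT was lost without Col-0 replicate 1 (adjusted p = 0.0630 from edgeR's test) or jazQ mycT replicate 2 (0.0608). The log2 fold change of FT was −1.18 and −1.17 in these fits. Relative to jazQ the log2 fold change in jazQ mycT was −0.52, which did not pass the threshold (adjusted p = 0.410 from edgeR's test).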

### Control of specialized metabolism by JAZ repressors

Although JA has long been recognized as a potent elicitor of specialized metabolism (Gundlach *et al*., 1992), the underlying transcriptional mechanisms that control these metabolic pathways in specific cell types and morphological structures are only beginning to be elucidated (De Geyter *et al*., 2012). Consistent with previous studies (Schweizer *et al*., 2013; Campos *et al*., 2016), our results establish a direct link between JAZ1/3/4/9/10 and their interacting MYC TFs in controlling GLS production. Interestingly, however, we also found that genes encoding myrosinases and associated specifier proteins involved in GLS breakdown are up‐regulated in *jazQ* independently of MYC2/3/4, suggesting that additional JAZ‐interacting TFs govern distinct aspects GLS metabolism (Fig. 8). This interpretation is consistent with recent work showing that GLS accumulation is dependent on a complex transcriptional network in which many TFs optimize metabolite accumulation across multiple tissue types and environmental conditions, thus allowing for tight yet flexible control of the ‘mustard oil bomb’ (Li *et al*., 2014).

Our results also provide new insight into processes underlying the expression of metabolic gene clusters for triterpenoid biosynthesis. We found that genes within the thalianol and marnerol clusters are coordinately up‐regulated in *jazQ* seedlings, which is consistent with the ability of JA to elicit triterpenoid production (Hayashi *et al*., 2003). MYC2‐like TFs are implicated in the control of metabolic gene clusters in several plant species (Shang *et al*., 2014; Cardenas *et al*., 2016). However, our finding that *mycT* does not suppress the elevated expression of the thalianol and marnerol clusters in *jazQ* argues against a role for MYC2/3/4 in controlling these genes. The observation that genes within these clusters are strongly up‐regulated in roots of *ninja* mutants (Gasperini *et al*., 2015) further supports the notion that recruitment of co‐repressors by JAZ‐NINJA complexes (Pauwels *et al*., 2010) may negatively regulate triterpenoid production. Indeed, recent studies show that chromatin modifications within the thalianol and marnerol clusters are associated with silencing and activation of individual cluster genes (Nützmann *et al*., 2016; Yu *et al*., 2016). Mutants affected in NINJA and JAZ function may provide useful tools to delineate the contribution of core JA signaling components to chromatin signatures and TF modules that coordinate the expression of metabolic gene clusters.

### MYC TFs mediate repression of leaf growth

JA is a potent inhibitor of leaf growth and biomass accumulation in Arabidopsis (Yan *et al*., 2007; Zhang & Turner, 2008; Noir *et al*., 2013; Attaran *et al*., 2014). Similar effects are observed in monocots (Yang *et al*., 2012; Hibara *et al*., 2016), suggesting that the underlying pathways for JA‐mediated restriction of leaf growth are conserved. JA acts primarily to reduce leaf cell number through perturbation of the cell cycle but effects on leaf cell expansion have also been documented (Zhang & Turner, 2008; Noir *et al*., 2013; Havko *et al*., 2016). A role for the JAZ‐MYC module in mediating these effects is supported by the observation that *myc2* mutation, as well as overexpression of the JAZ10.3 alternative splice variant, partially inhibits JA‐ and wound‐induced growth stunting (Yan *et al*., 2007; Zhang & Turner, 2008). Our data showing that *mycT* completely rescues the reduced size and biomass of *jazQ* are consistent with this view, as is the finding that *mycT* leaves are larger than Col‐0 leaves under our growth conditions. These collective observations highlight a key role for MYC2/3/4 TFs as negative regulators of leaf growth and biomass accumulation.

The mechanism by which MYC TFs restrict leaf growth remains unknown but several hypotheses can be considered. First, the ability of MYCs to repress the expression of photosynthesis‐associated genes (Yadav *et al*., 2005; this work) suggests that JA‐induced reduction in photosynthetic efficiency may be linked to reduced leaf growth. The photosynthetic robustness of JA‐elicited Arabidopsis leaves, however, does not support this hypothesis (Attaran *et al*., 2014; Campos *et al*., 2016). Second, MYCs may directly repress the activity of positive regulators of leaf cell division or expansion (Pauwels *et al*., 2008; Zhang & Turner, 2008; Noir *et al*., 2013). Such a mechanism would be analogous to the role of MYC2 in repressing the activity of PLETHORA TFs, which promote auxin‐dependent control of cell proliferation specifically in the root stem cell niche (Chen *et al*., 2011). A third possibility is that JA‐induced activation of MYC activity increases the production of GLSs and other defensive compounds whose biosynthesis limits resource allocation to growth (Paul‐Victor *et al*., 2010). Recent studies, however, show that GLS‐based leaf defenses can be expressed in the absence of a growth penalty, indicating that growth–defense antagonism in this and perhaps other genotypes cannot simply be explained by allocation costs (Campos *et al*., 2016; Kliebenstein, 2016; Züst & Agrawal, 2017). In this context, uncoupling of growth–defense tradeoffs in *jazQ phyB* implies that rewiring of phyB−JA crosstalk can override MYC‐mediated growth restriction while leaving MYC‐mediated defenses intact (Campos *et al*., 2016). Although DELLA proteins have been implicated in JA‐mediated growth inhibition of Arabidopsis roots (Hou *et al*., 2010) and hypocotyls (Yang *et al*., 2012), DELLAs are not required for wound‐ and JA‐induced growth stunting of leaves (Zhang & Turner, 2008). Nevertheless, we cannot exclude the possibility that changes in MYC stability (Chico *et al*., 2014), DELLA protein abundance (Leone *et al*., 2014), or direct interaction between DELLA and MYC TFs (Hong *et al*., 2012) contributes to the mechanism by which leaf growth is attenuated by MYC activity. A better understanding of how plants balance leaf growth and defense traits may benefit from research to determine how JA signaling is integrated into regulatory networks that control leaf cell division and expansion (Chitwood & Sinha, 2016; Nelissen *et al*., 2016; Mao *et al*., 2017).

## Author contributions

I.T.M., Y.Y. and G.A.H. designed the research plans; I.T.M., Y.Y., M.L.C., G.K., D.d.O.F., K.S., and X‐F.X. performed the experiments; I.T.M., Y.Y., G.K., K.S., X‐F.X., S.Y.H., and G.A.H. analyzed the data; I.T.M. and G.A.H. wrote the manuscript.

## Supporting information

Please note: Wiley Blackwell are not responsible for the content or functionality of any Supporting Information supplied by the authors. Any queries (other than missing material) should be directed to the *New Phytologist* Central Office.

**Fig. S1** *jazQ mycT* and *myc2345* pedigrees.
**Fig. S2** *sjq10* and *sjq66* carry suppressor mutations in JA biosynthesis and signaling genes.
**Fig. S3** JA responsiveness and rosette growth phenotypes of *mycT* and *myc2345*.
**Fig. S4** Leaf chlorophyll concentrations are comparable among Col‐0, *jazQ, mycT* and *jazQ mycT* in the absence of exogenous JA.
**Fig. S5** Number of genes up‐ and down‐regulated in *jazQ*,* mycT*, and *jazQ mycT* relative to Col‐0.
**Fig. S6** JAZs and MYCs regulate the expression of genes associated with glucosinolate biosynthesis.
**Fig. S7** JAZs regulate the expression of genes associated with glucosinolate hydrolysis in manner independent of MYCs.
**Fig. S8** Increased accumulation of photosynthesis‐associated mRNAs in *mycT*.
**Fig. S9** Loss of MYC2/3/4 increases photosynthetic rate.
**Fig. S10** Transcript levels of *FT* correspond with flowering time in higher order *jazQ* mutants.
**Table S1** Primers for genotyping *jaz* and *myc* mutants Click here for additional data file.

**Table S2** RNAseq analysis performed on WT, *jazQ*,* mycT* and *jazQ mycT* seedlings Click here for additional data file.

# Supplementary material for: Regulation of growth–defense balance by the JASMONATE ZIM‐DOMAIN (JAZ)‐MYC transcriptional module
**Source:** New Phytol. 2017 Jun 26;215(4):1533–47. doi: 10.1111/nph.14638
**Supplement:** Supplementary file 1 — Fig. S1 jazQ mycT and myc2345 pedigrees. Fig. S2 sjq10 and sjq66 carry suppressor mutations in JA biosynthesis and signaling genes. Fig. S3 JA responsiveness and rosette growth phenotypes of mycT and myc2345. Fig. S4 Leaf chlorophyll concentrations are comparable among Col‐0, jazQ, mycT and jazQ mycT in the absence of exogenous JA. Fig. S5 Number of genes up‐ and down‐regulated in jazQ, mycT, and jazQ mycT relative to Col‐0. Fig. S6 JAZs and MYCs regulate the expression of genes associated with glucosinolate biosynthesis. Fig. S7 JAZs regulate the expression of genes associated with glucosinolate hydrolysis in manner independent of MYCs. Fig. S8 Increased accumulation of photosynthesis‐associated mRNAs in mycT. Fig. S9 Loss of MYC2/3/4 increases photosynthetic rate. Fig. S10 Transcript levels of FT correspond with flowering time in higher order jazQ mutants. Table S1 Primers for genotyping jaz and myc mutants

## **New Phytologist Supporting Information**

Article title: **Regulation of growth-defense balance by the JAZ-MYC transcriptional module**

Authors: Ian T. Major, Yuki Yoshida, Marcelo L. Campos, George Kapali, Xiu-Fang Xin, Koichi Sugimoto, Dalton de Oliveira Ferreira, Sheng Yang He, Gregg A. Howe

Article acceptance date: 27 April 2017

The following Supporting Information is available for this article:

**Fig. S1** *jazQ mycT* and *myc2345* pedigrees.

**Fig. S2** *sjq10* and *sjq66* carry suppressor mutations in JA biosynthesis and signaling genes.

**Fig. S3** JA responsiveness and rosette growth phenotypes of *mycT* and *myc2345*.

**Fig. S4** Leaf chlorophyll levels are comparable among Col-0, *jazQ*, *mycT*, and *jazQ mycT* in the absence of exogenous JA.

**Fig. S5** Number of genes up- and down-regulated in *jazQ*, *mycT*, and *jazQ mycT* relative to Col-0.

**Fig. S6** JAZs and MYCs regulate the expression of genes associated with glucosinolate biosynthesis.

**Fig. S7** JAZs regulate the expression of genes associated with glucosinolate hydrolysis in manner independent of MYCs.

**Fig. S8** Increased accumulation of photosynthesis-associated mRNAs in *mycT*.

**Fig. S9** Loss of MYC2/3/4 increases photosynthetic rate.

**Fig. S10** Transcript levels of *FT* correspond with flowering time in higher-order *jazQ* mutants.

**Table S1** Primers for genotyping *jaz* and *myc* mutants.

**Table S2** RNAseq analysis performed on WT, *jazQ*, *mycT* and *jazQ mycT* seedlings.

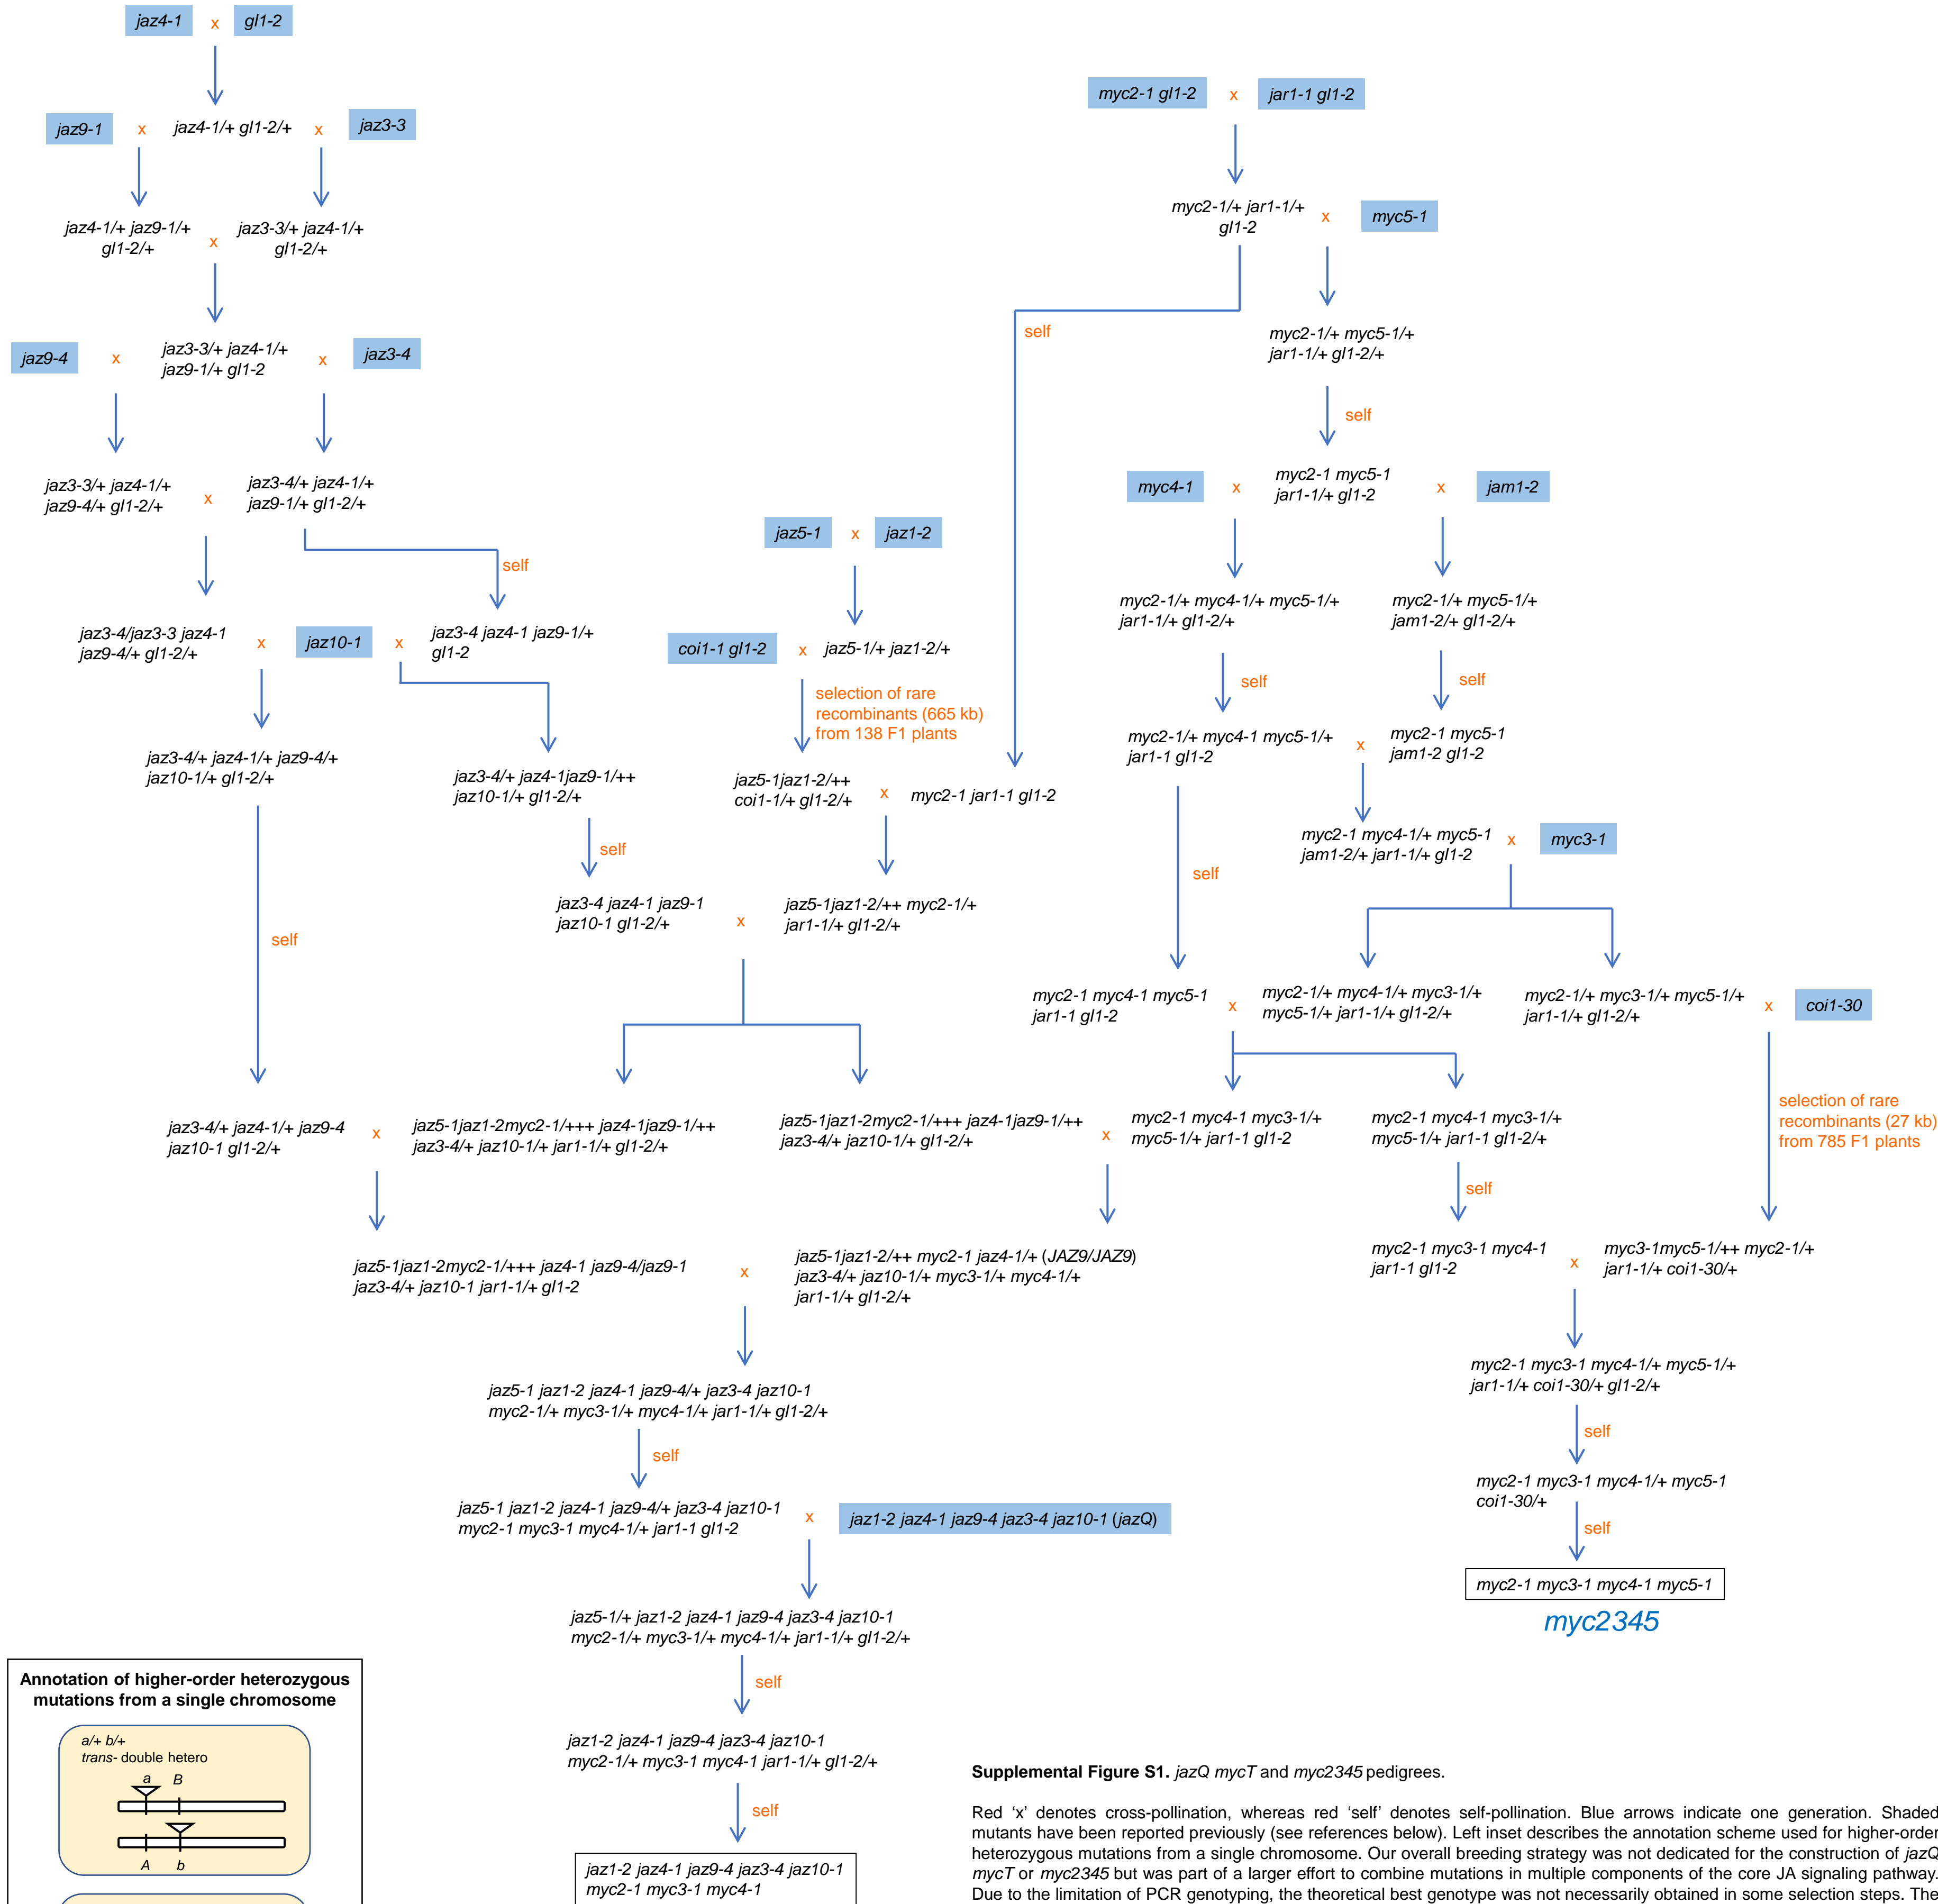

# References

- Thines *et al.* 2007. JAZ repressor proteins are targets of the SCF<sup>COI1</sup> complex during jasmonate signalling. *Nature* **448**: 661-665. (*jaz4-1*, *jaz5-1*, *jaz9-1*);
- Chini *et al.* 2007. The JAZ family of repressors is the missing link in jasmonate signalling. *Nature* **448**: 666-671. (*jaz3-3*);
- Yoshida *et al.* 2009. Jasmonic acid control of GLABRA3 links inducible defense and trichome patterning in *Arabidopsis*. *Development* **136**: 1039-1048. (*gl1-2*, *coi1-1 gl1-2*, *myc2-1 gl1-2*, *jar1-1 gl1-2*);
- Sehr *et al.* 2010. Analysis of secondary growth in the *Arabidopsis* shoot reveals a positive role of jasmonate signalling in cambium formation. *Plant J* **63**: 811-822. (*jaz10-1*);
- Fernandez-Calvo *et al.* 2011. The *Arabidopsis* bHLH transcription factors MYC3 and MYC4 are targets of JAZ repressors and act additively with MYC2 in the activation of jasmonate responses. *Plant Cell* **23**: 701-715. (*myc3-1*, *myc4-1*);
- Yang, Yao, Mei *et al.* 2012. Plant hormone jasmonate prioritizes defense over growth by interfering with gibberellin signaling cascade. *Proc. Natl. Acad. Sci. USA* **109**: E1192-200. (*coi1-30*);
- Sasaki-Sekimoto *et al.* 2013. Basic helix-loop-helix transcription factors JASMONATE-ASSOCIATED MYC2-LIKE1 (JAM1), JAM2, and JAM3 are negative regulators of jasmonate responses in *Arabidopsis*. *Plant Physiol* **163**: 291-304. (*jam1-2*);
- Figuerola and Browse. 2015. Male sterility in *Arabidopsis* induced by overexpression of a MYC5-SRDX chimeric repressor. *Plant J* **81**: 849-860. (*myc5-1*);
- Campos, Yoshida, *et al.* 2016. Rewiring of jasmonate and phytochrome B signalling uncouples plant growth-defense tradeoffs. *Nat Commun* **7**: 12570. (*jaz1-2*, *jaz3-4*, *jaz9-4*, *jazQ*);
- Barth and Jander. 2006. *Arabidopsis* myrosinases TGG1 and TGG2 have redundant function in glucosinolate breakdown and insect defense. *Plant J* **46**: 549-562.

**Supplemental Figure S2.** *sjq10* and *sjq66* carry suppressor mutations in JA biosynthesis and signaling genes.

(a,b) Schematic representation of the *ALLENE OXIDE SYNTHASE* (*AOS*) and *CORONATINE INSENSITIVE1* (*COI1*) genes in the suppressor lines *sjq10* (a) and *sjq66* (b). Genomic DNA was extracted from suppressor mutants and used for sequence analysis. Coding exons are shown as black bars, untranslated regions as grey bars, and introns as black lines. The cytosine to thymine transition mutations are illustrated.

(c-h) Photographs of representative five-week old Col-0 (c), *aos* (d), *coi1-30* (e), and *jazQ* (f). Growth phenotypes of *sjq10* and *sjq66* were reconstructed genetically by crossing *aos* and *coi1-1* into the *jazQ* genetic background to generate *jazQ aos* (g) and *jazQ coi1* (h).

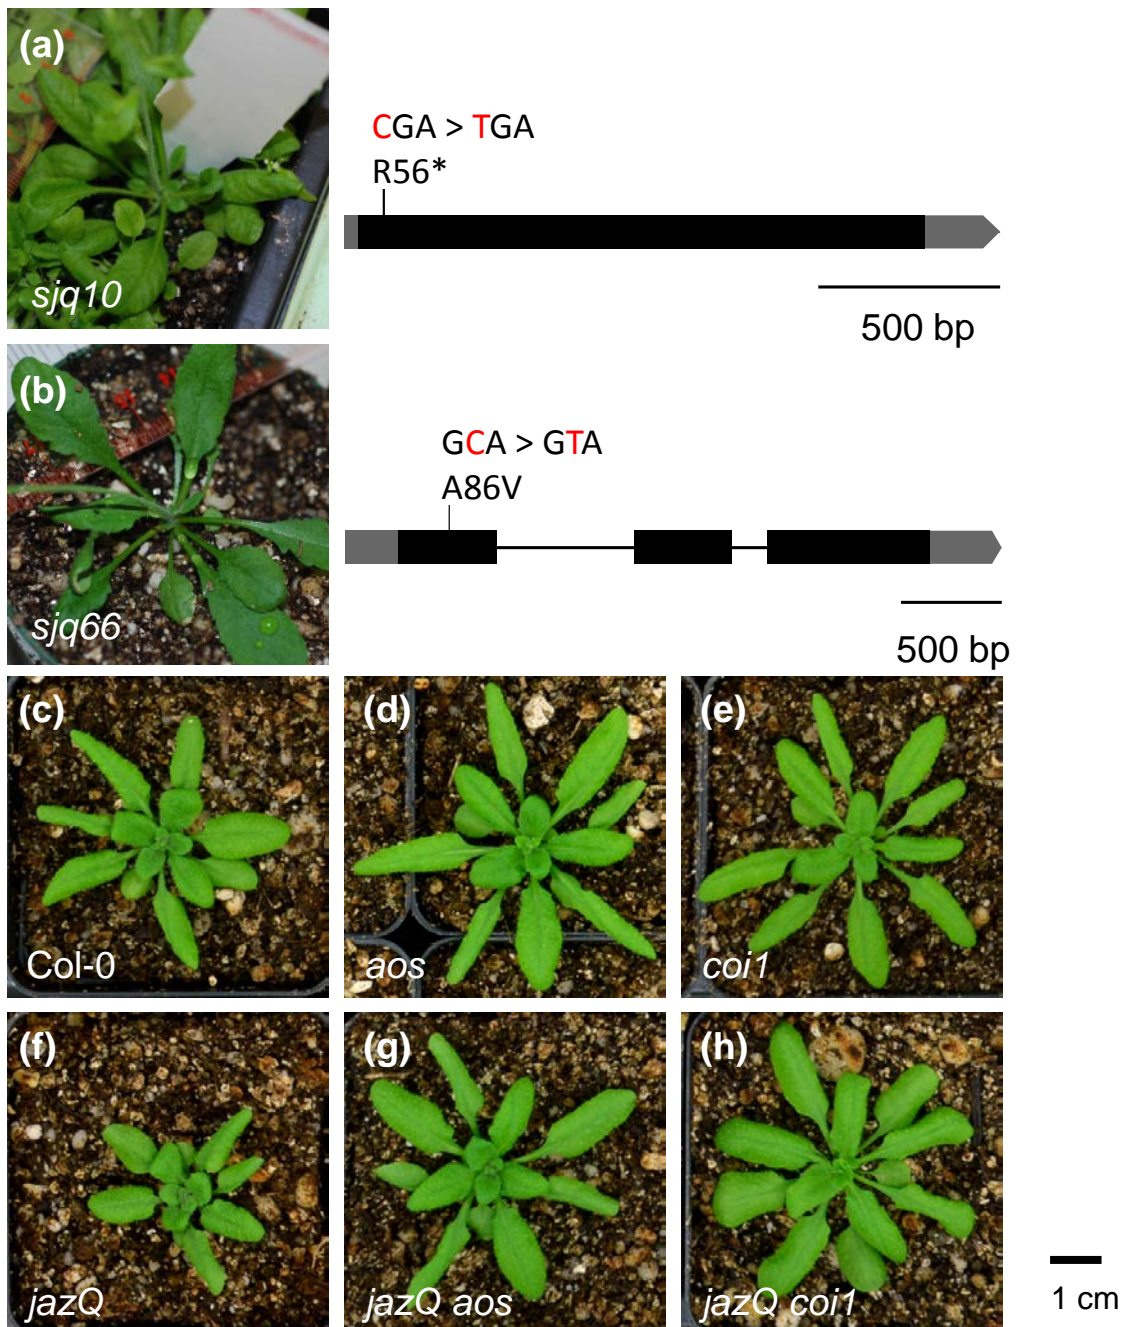

**Supplemental Figure S3.** JA responsiveness and rosette growth phenotypes of *mycT* and *myc2345*.

(a) Root length of seedlings grown on LS plates supplemented (filled bars) or not supplemented (open bars) with 25  $\mu$ M MeJA. Bars show the mean  $\pm$  SD (n = 67-72).

(b,c) Number of leaves (b) and petiole length (c) of three-week-old plants. Bars show the mean  $\pm$  SD (n = 12).

(d) Anthocyanin content of the entire rosette of 3-week-old plants. Bars denote the mean  $\pm$  SD (n = 12).

In all graphs, different letters represent significant differences at  $P < 0.05$  determined by two-way ANOVA with Tukey's HSD test. Experiments were repeated 2-3 times with similar results.

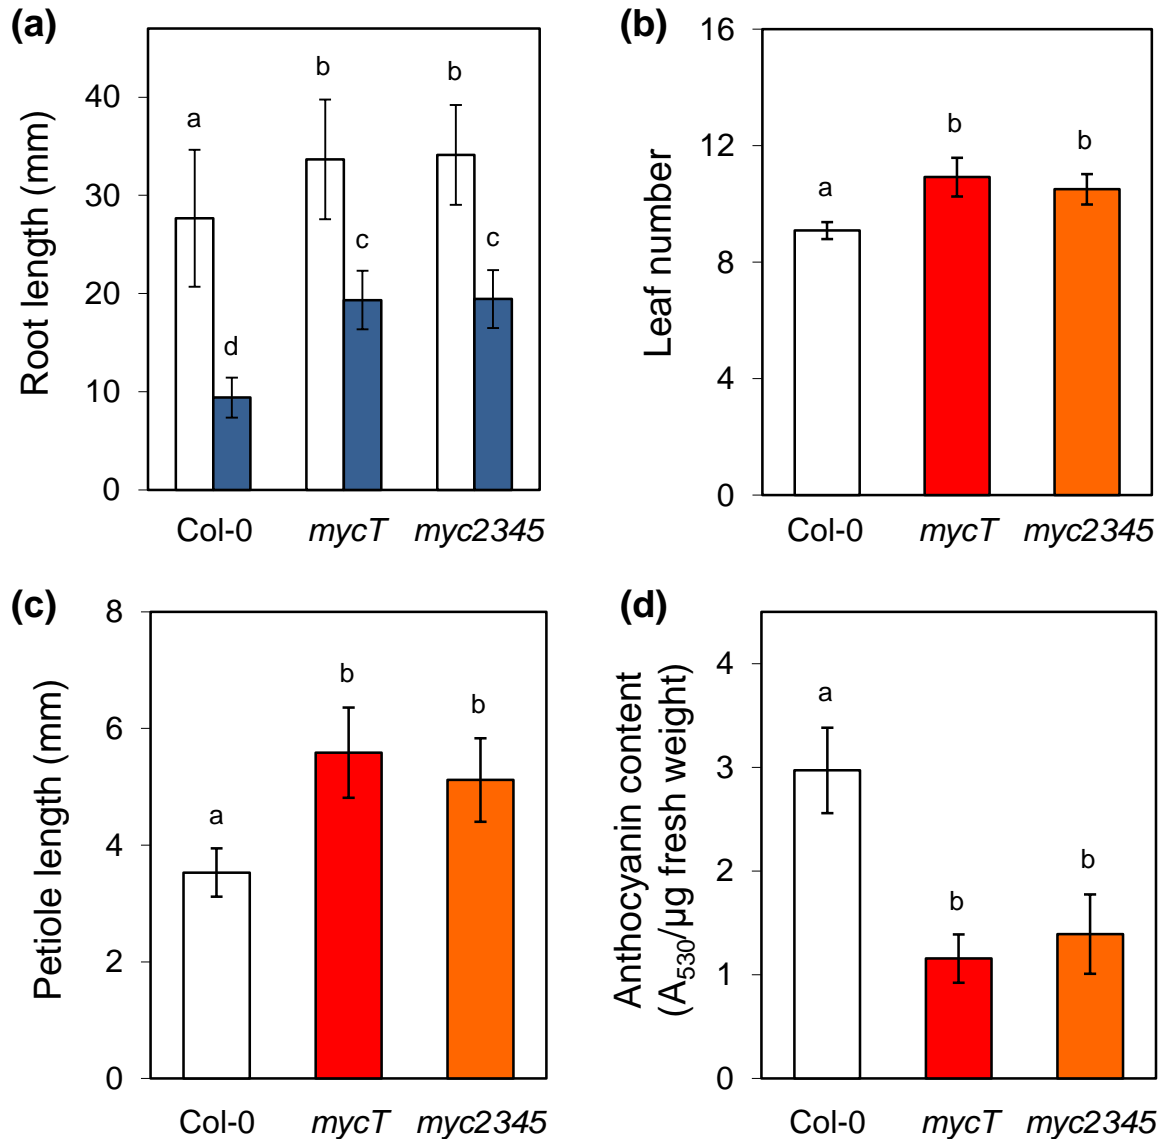

**Supplemental Figure S4.** Leaf chlorophyll levels are comparable among Col-0, *jazQ*, *mycT*, and *jazQ mycT* in the absence of exogenous JA.

Total leaf chlorophyll in 21-d old soil-grown plants (open bars) or in detached leaves floated on distilled water in the dark for 4 d (black bars). Data are from the same experiment shown in Fig. 2b,c. Bars show the mean  $\pm$  SD (n = 3 leaves/genotype). Different letters represent significant differences at  $P < 0.05$  determined by ANOVA with Tukey's HSD test. Experiment was repeated at three times with similar results.

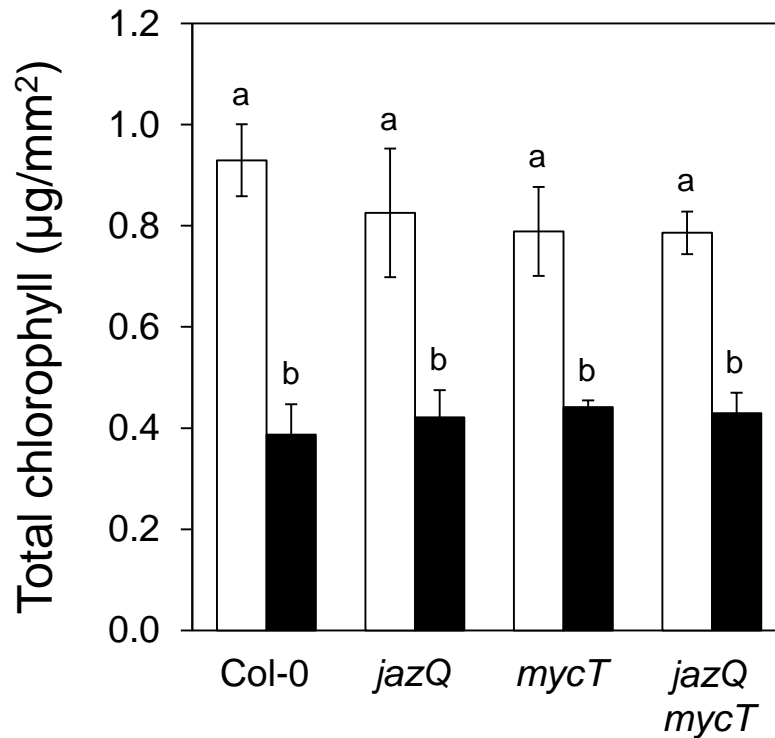

**Supplemental Figure S5.** Number of genes up- and down-regulated in *jazQ*, *mycT*, and *jazQ mycT* relative to Col-0.

Venn diagrams showing the number of up-regulated (a) and down-regulated (b) genes relative to Col-0 ( $P < 0.05$ , determined by DESeq with Benjamini-Hochberg adjustment), and the overlap of genes up-regulated in *jazQ* and *jazQ mycT* seedlings with genes up-regulated in roots of the *ninja1* mutant (c; **Gasparini et al. 2015**. Multilayered organization of jasmonate signalling in the regulation of root growth. *PLoS Genet* **11**: e1005300).

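In jazQ 232 genes were down-regulated relative to Col-0, a number that was 45 without Col-0 replicate 1, 82 without Col-0 replicate 2, 68 without jazQ replicate 2, 80 without jazQ replicate 3 and 147 without jazQ mycT replicate 2. In jazQ mycT 559 were, and that number was 245 without Col-0 replicate 1, 269 without Col-0 replicate 2, 216 without jazQ mycT replicate 2 and 228 without jazQ mycT replicate 3. Of the genes down-regulated, 117 were called in jazQ alone, 120 in mycT alone and 390 in jazQ mycT alone, and 3 in every mutant. Among those up-regulated, 356 were called in jazQ mycT alone, and 174 of these were significantly higher in jazQ mycT than in jazQ and 228 significantly higher than in mycT. Beside JAZ10 and JAZ3, the genes with the largest rise in jazQ by the rule for naming genes were JAL23 (AT2G39330, log2 fold change 4.83) and MRN1 (3.76), and beside JAZ1 those with the largest fall were PCR1 (AT1G14880, −2.28) and ERF2 (AT5G47220, −1.90). JAL23 was not called in jazQ by the re-implemented test of DESeq (adjusted p = 0.469). In jazQ mycT, AIR1 (AT4G12550) was at 343 ± 44.7 TPM, against 27.0 ± 14.8 TPM in Col-0 (adjusted p = 0.000390 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). AIR1 was also called in jazQ (log2 fold change 2.71, adjusted p = 0.00700 from edgeR's test), and its difference between jazQ mycT and jazQ did not pass the threshold (1.09, adjusted p = 0.213 from edgeR's test). The rule asks that the libraries of both genotypes do not overlap, which chance alone gives for 10% of genes. The genes raised in roots of ninja-1 were not analysed here.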

**(a) Up-regulated genes**

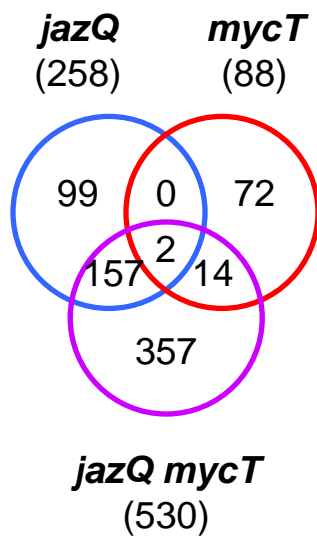

**(b) Down-regulated genes**

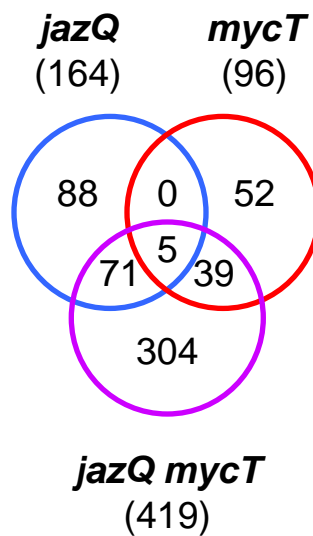

**(c) Up-regulated genes shared with *ninja-1***

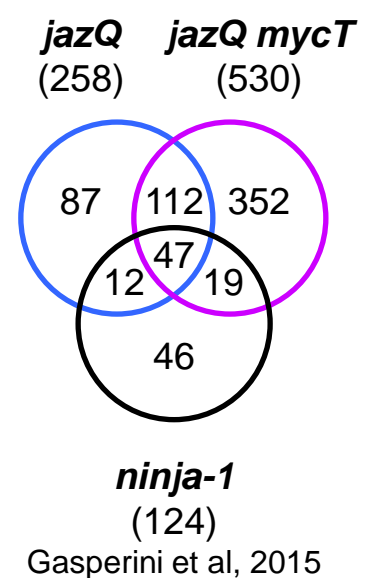

**Supplemental Figure S6.** JAZs and MYCs regulate the expression of genes associated with glucosinolate biosynthesis. Biosynthesis pathways for aliphatic (blue) and indolic (violet) glucosinolate biosynthesis (a), with inset showing regulatory MYB transcription factors. RNA-seq expression of corresponding glucosinolate genes in *jazQ*, *mycT*, and *jazQ mycT* relative to Col-0 (b).

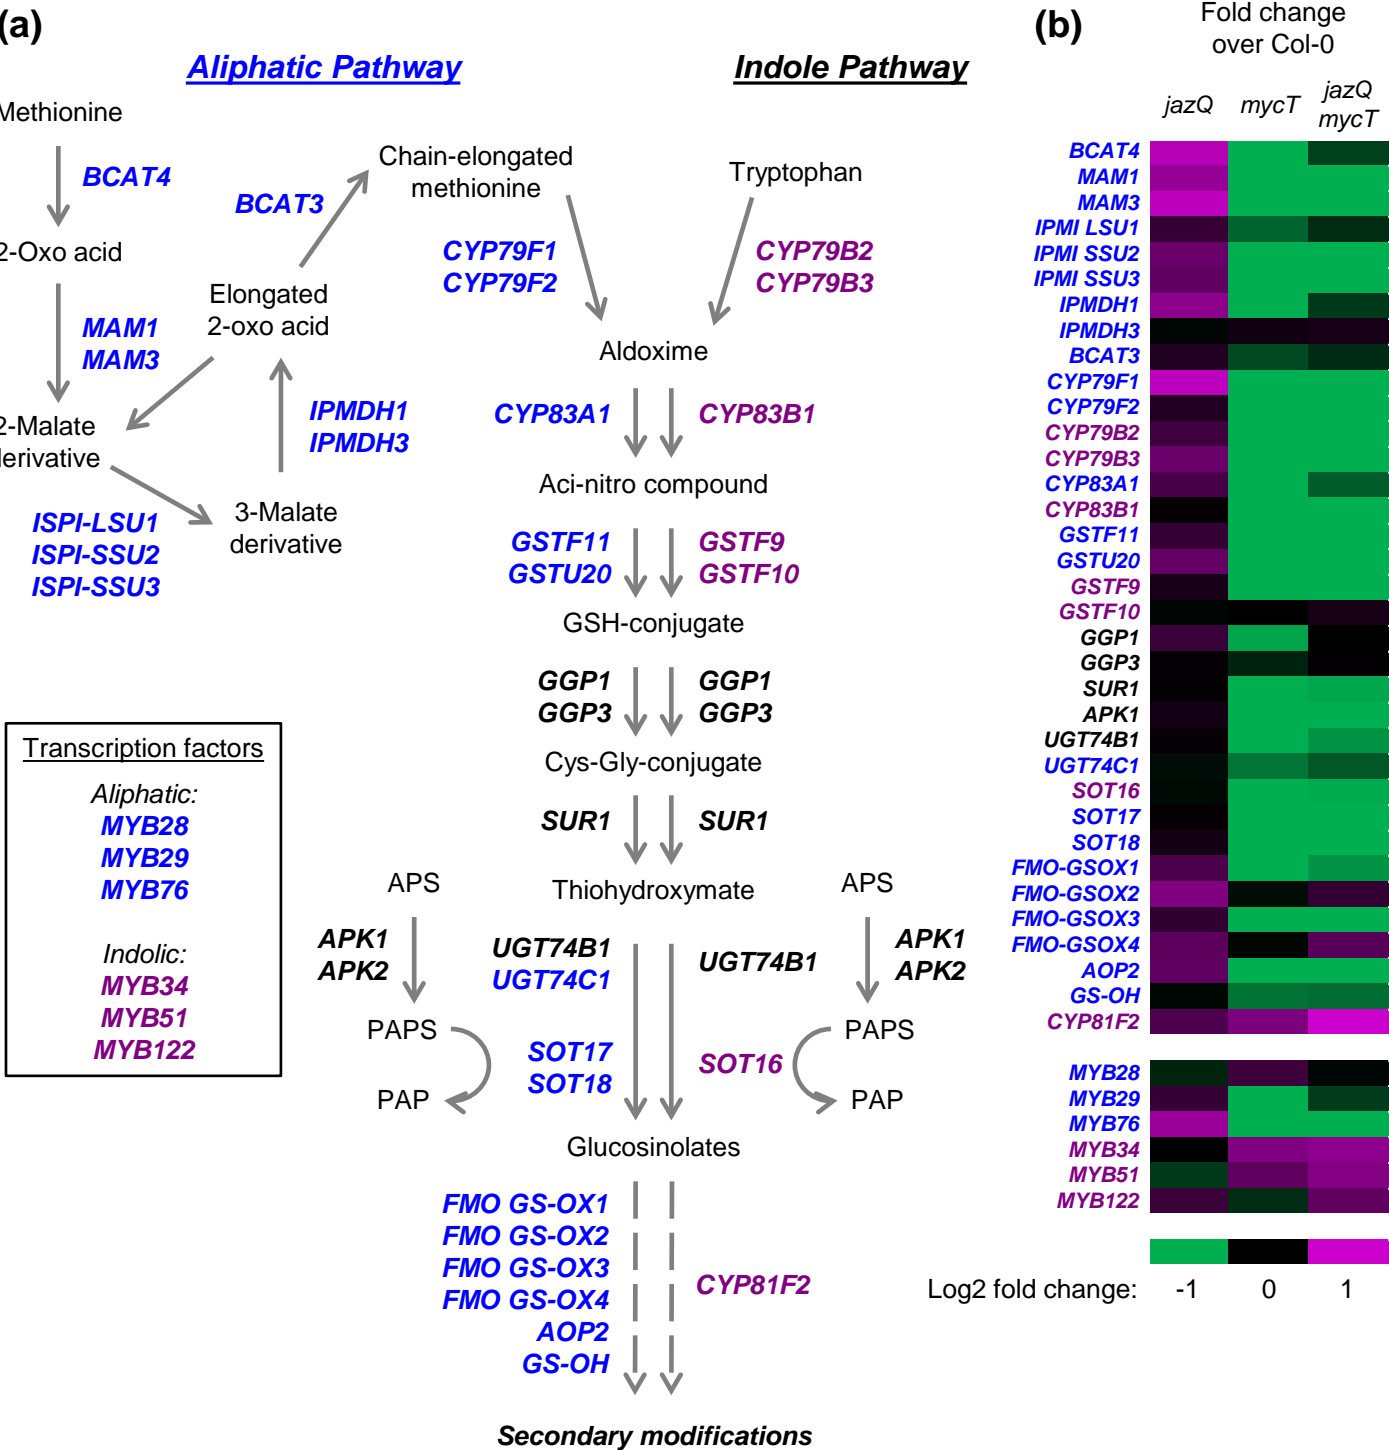

**Supplemental Figure S7.** JAZs regulate the expression of genes associated with glucosinolate hydrolysis in manner independent of MYCs. Simplified hydrolysis pathways for glucosinolates (a) with RNAseq expression of corresponding genes in *jazQ*, *mycT*, and *jazQ mycT* relative to Col-0 shown in a heatmap (b) and bar graphs of selected genes (c). Errors bars are standard deviations of the mean of three biological replicates. Expression levels are transcripts per million (TPM). Genes are described in **Wittstock and Burow. 2010.** Glucosinolate breakdown in Arabidopsis: mechanism, regulation and biological significance. *Arabidopsis Book* 8: e0134.

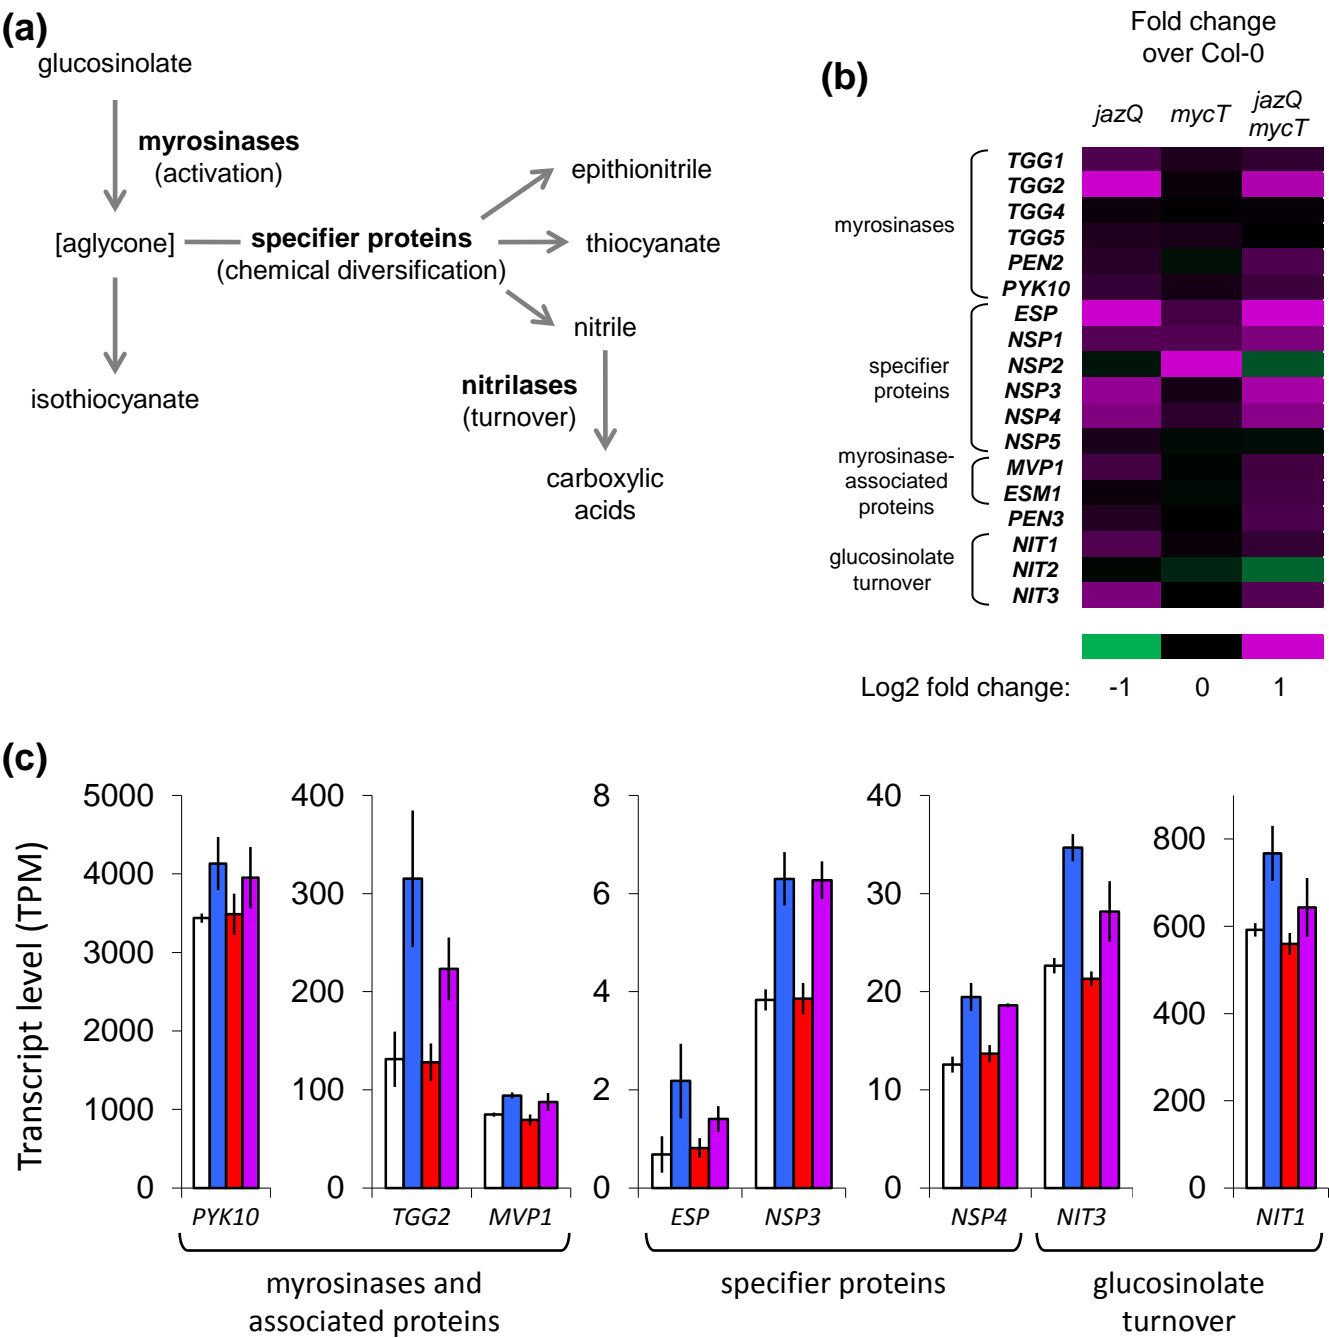

**Supplemental Figure S8.** Increased accumulation of photosynthesis-associated mRNAs in *mycT*. Schematic representation of photosynthesis-associated genes (a) and corresponding expression in *jazQ*, *mycT*, and *jazQ mycT* relative to Col-0 (b). i, cytochrome b6/f complex; ii, plastocyanin; iii, ferredoxin; iv, ATP synthase; v, CO<sub>2</sub> fixation; vi, reduction reactions; vii, RuBP regeneration; PSI, photosystem I; PSII, photosystem II.

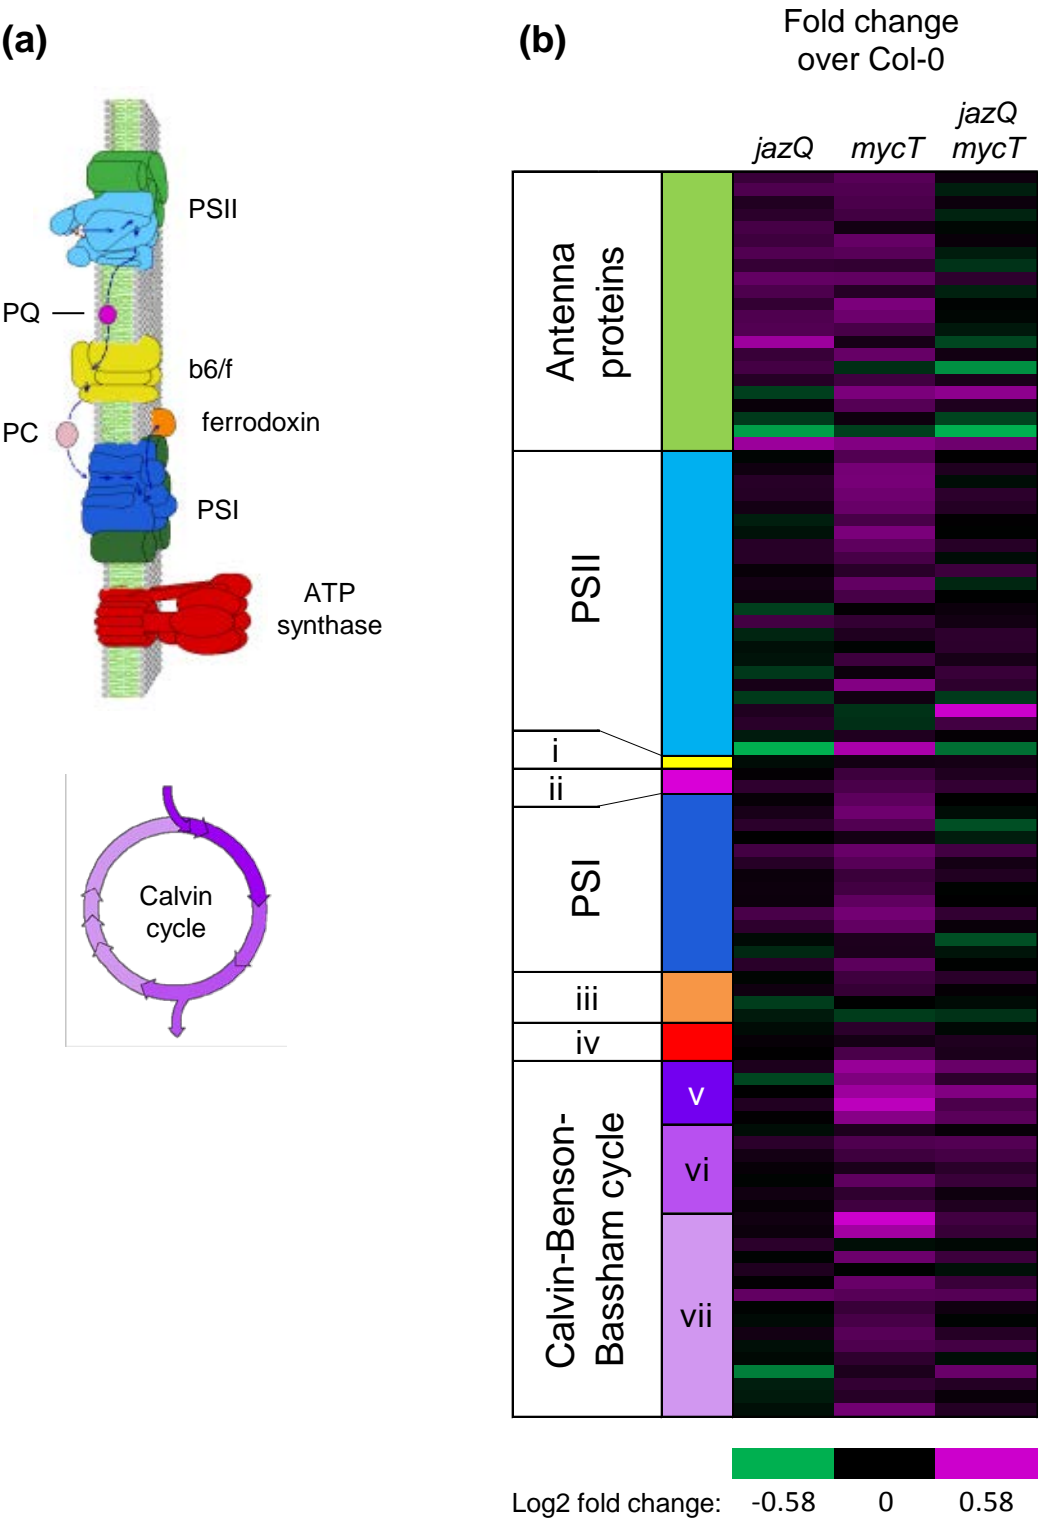

**Supplemental Figure S9.** Loss of MYC2/3/4 increases photosynthetic rate.

Photosynthetic rates of Col-0, *jazQ*, *mycT*, and *jazQ mycT* plants in response to increasing CO<sub>2</sub> (a) or light (b). Errors bars are standard deviations of the mean of four biological replicates.

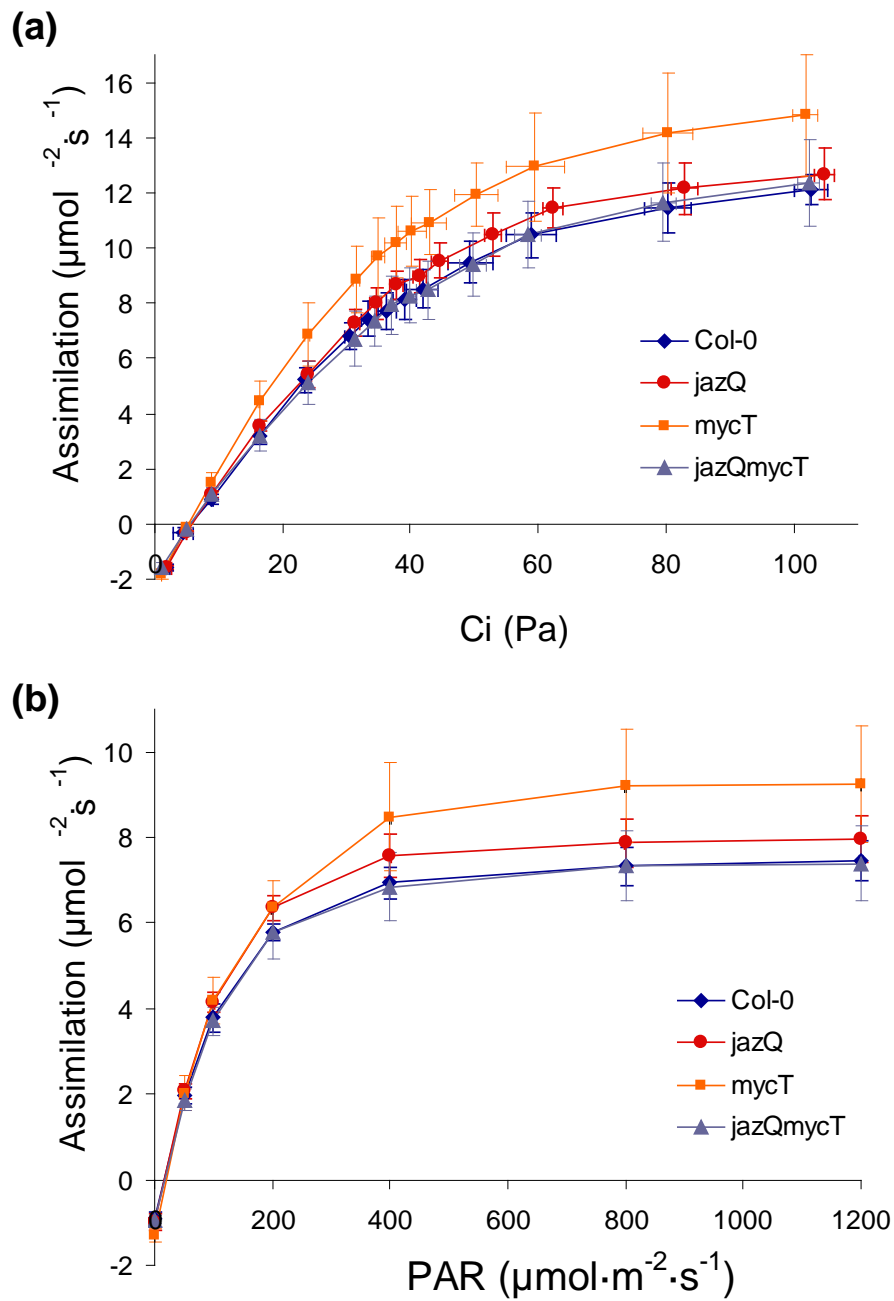

**Supplemental Figure S10.** Transcript levels of FT correspond with flowering time in higher-order *jazQ* mutants.

Errors bars are standard deviations of the mean of three biological replicates. Asterisks denote statistically different expression levels compared with Col-0 at  $P < 0.05$ , as determined by DESeq with Benjamini-Hochberg adjustment for multiple testing.

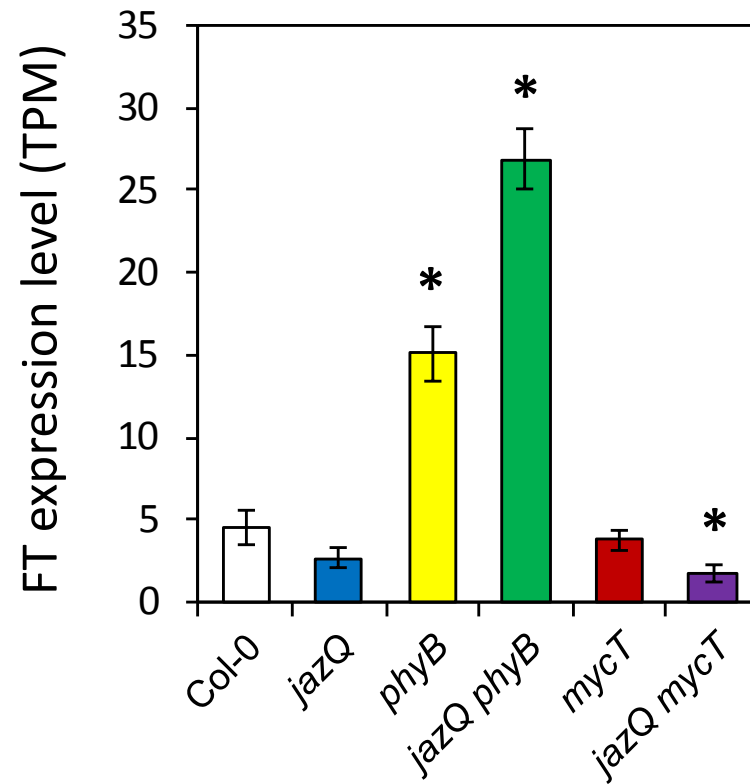

**Table S1.** Primers for genotyping *jaz* and *myc* mutants.

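The primer pairs for the JAZ genes and MYC2 were matched to the TAIR10.1 sequence. The pair for JAZ1 encloses positions 6621987 to 6622468 of chromosome 1, that for JAZ3 positions 6122079 to 6122730 of chromosome 3 and that for JAZ4 positions 17933270 to 17934241 of chromosome 1. The pair for JAZ9 encloses positions 26655407 to 26656436 of chromosome 1, that for JAZ10 positions 4219084 to 4219668 of chromosome 5 and that for MYC2 positions 11800438 to 11800899 of chromosome 1. The reverse primers for MYC3 and MYC4 as printed have no full match in this sequence, and no enclosed region is given for those genes.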

| Gene  | AGI accession | Mutant name  | Forward primer                 | Reverse primer            | T-DNA border primer       |
|-------|---------------|--------------|--------------------------------|---------------------------|---------------------------|
| JAZ1  | AT1G19180     | JIC-SM.22668 | ACCGAGACACATTCCCGATT           | CATCAGGCTTGCATGCCATT      | ACGAATAAGAGCGTCCATTTTAGAG |
| JAZ3  | AT3G17860     | GK-097F09    | ACGGTTCCTCTATGCCTCAAGTC        | GTGGAGTGGTCTAAAGCAACCTTC  | ATAACGCTGCGGACATCTACATT   |
| JAZ4  | AT1G48500     | SALK_141628  | TCAGGAAGACAGAGTGTTCCC          | TGCGTTTCTCTAAGAACCGAG     | TTGGGTGATGGTTCACGTAG      |
| JAZ9  | AT1G70700     | GK-265H05    | TACCGCATAATCATGGTCGTC          | TCATGCTCATTGCATTAGTCG     | CTTTGAAGACGTGGTTGGAACG    |
| JAZ10 | AT5G13220     | SAIL_92_D08  | ATTTCTCGATCGCCGTCGTAGT         | GCCAAAGAGCTTTGGTCTTAGAGTG | GTCTAAGCGTCAATTTGTTTACACC |
| MYC2  | AT1G32640     | SALK_040500  | GCTACAACCAACGATGAATC           | TCATCAACAGCGTCATCCGA      | TTGGGTGATGGTTCACGTAG      |
| MYC3  | AT5G46760     | GK-445B11    | GTTAGATCAGCTGCGAATGATTCGG      | CTCCGACTTTCGTATCAAAGCAAC  | ATAACGCTGCGGACATCTACATT   |
| MYC4  | AT4G17880     | GK-491E10    | GGATCCATGTCTCCGACGAATGTTCAAGTA | TCTCTCACAACCTTGATCCAGCTAA | ATAACGCTGCGGACATCTACATT   |

How the deposited data were processed for this re-analysis (not part of the article)

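RNA was sequenced from whole 8-d-old seedlings of Col-0, jazQ, mycT and jazQ mycT, with 3 libraries per genotype. The authors filtered single-end reads, mapped them to the TAIR10 gene models and quantified each gene with RSEM v1.2.11. The deposited expected counts are whole numbers without normalization. The deposited TPM values were made by the authors with the same tool, which divides out gene length and library total, and are given to 2 decimals. The paper gives default parameters for RSEM, and names neither the strand of the libraries nor the aligner. The paper tested the counts with DESeq v1.18.0 at a Benjamini-Hochberg adjusted threshold of 0.05.

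Differential expression was tested on the deposited counts with edgeR v4.0.16 in R v4.3.3 (glmQLFit and glmQLFTest), with a term for each genotype over all 12 libraries, TMM normalization and the filter of filterByExpr, which left 20888 genes. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Each mutant was compared with Col-0 and jazQ mycT was compared with jazQ and with mycT. The interaction is the effect of mycT in jazQ minus its effect in Col-0. Lists of genes were tested with fry of limma v3.58.1 on the residual standard deviations of the same fit. Over 6 lists and 6 contrasts, 21 of 36 tests had an unadjusted fry p under the threshold and 18 passed it after Benjamini-Hochberg adjustment over all of them. The results of some of these lists are not reported here. The adjustment was added after the unadjusted values had been seen, and the alternatives were compared at the unadjusted p. Camera with a preset correlation of 0.01 was the second set test. Python v3.11.15 with numpy v2.4.6, pandas v2.3.3 and matplotlib v3.10.9 was used for tables and plots. The TAIR10.1 reference served for gene names, the order of neighbouring genes and the match of primers.

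The genes named were fixed by a rule. They are the genes that the paper names for RNA-seq in its text, in Fig. 7, Fig. S6, Fig. S7, Fig. S10 and Table S1, the other JAZ genes and MYC5, and 10 annotated genes on each side of the triterpenoid clusters. To these were added, for each mutant relative to Col-0 and for jazQ mycT relative to jazQ, the 5 called genes with the largest rise and the 5 with the largest fall among those with a mean of at least 5 TPM in a genotype and no overlap between the libraries of both. The values of the genes in Fig. 7, Fig. S6, Fig. S7 and Fig. S10 had been seen in the paper's figures. Outside the rule, genes next to the mutated loci were chosen after their values were seen. JAZ13 and MYC5 were not analysed here. The photosynthesis list was drawn up from symbols and synonyms in the reference, since Fig. S8 names no genes.

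The lists of root and shoot markers were written before they were tested, and 18 root markers and 17 shoot markers were tested. PEP and FDH were not matched. The root markers had a median log2 fold change of 0.0058 and a mean of −0.070 in jazQ (fry, adjusted p = 0.275), where the test read the list as lower, and a median of −0.094 in jazQ mycT (fry, adjusted p = 0.0726). The medians of the shoot markers were −0.12 in jazQ (fry, adjusted p = 0.0268) and −0.16 in jazQ mycT (fry, adjusted p = 0.0120).

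The alternatives were DESeq2's size factors in edgeR (RLE), the Wald test of DESeq2 v1.42.0, a re-implementation of the test of DESeq, no filter on low counts, a mean CPM of at least 1, the compared genotypes alone in the fit, the replicate number as a block, limma-trend on log2(TPM + 1) and on log2(TPM + 0.1) for genes with a mean of at least 1 TPM, log2(TPM + 1) without a filter, an adjusted p under 0.01, an added threshold of 1 on the log2 fold change, a definition of MYC-dependent genes by the direct comparison of jazQ mycT with jazQ, camera in place of fry, windows of 100 and 500 kb in place of 200 kb, and the omission of each library. The windows were compared with 10000 random placements of the loci. Groups of libraries were also split in every other way, or in 100 drawn ways where more exist.

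The procedure was tested on simulated data with 200 genes changed in jazQ. The edgeR fit recovered 195 of them, with 12 false among 207 calls, and for the interaction 379 of 400, with 25 false among 404. The re-implemented test of DESeq recovered 194, with 14 false among 208. Fry gave a p under 0.05 for 7% of lists of unchanged genes. Table S2 is held in part, with 1991 genes, and the mean TPM of every genotype lay within 0.01 of the deposited values for each of them. Of the paper's calls among these genes the re-implemented test made 35 of 36 in jazQ, 13 of 13 in mycT and 49 of 49 in jazQ mycT, and the edgeR fit made 30, 9 and 46 of them. Col-0 and mycT libraries with the same number deviated together from the means of their genotypes in 3 of 3 pairs, with correlations of 0.134 to 0.307, and were read as paired in that comparison, although what a number marks is not given in the sources used here. No other pair of genotypes had a correlation over 0.1 in each of its pairs of libraries. Libraries of different genotypes with different numbers had correlations of −0.286 to 0.252, with 6 of 36 over 0.1. The pairing is therefore an assumption and is not established.

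Genes that a genotype covers with few counts are given as counts without a fold change, and JAZ8 and AT5G42610 had too few to be tested. The genes raised in roots of ninja-1 and the libraries of phyB and jazQ phyB were not analysed here.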

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

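The tests of the rRNA-rich libraries, of tissue shares and of the origin of the libraries were chosen after the results were seen, and the counts over other splits of the libraries were set before the data were examined.

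The effect of mycT differed between jazQ and Col-0 for 121 genes (98 positive and 23 negative), and the test was of the difference itself. Of the genes up-regulated in jazQ mycT alone, 74 were among them. The number at an unadjusted p under 0.05 was 2365. Of 100 splits of the libraries into groups of the same sizes, 1, the real one, gave as many, and the next gave 83. The other splits mix libraries of all genotypes, so they test only whether genotypes differ at all. They cannot tell an interaction from separate effects of jazQ and mycT. The splits were not sorted by the pairs of Col-0 and mycT libraries, so that the pairing is not taken into account. A shift shared by the mycT and jazQ mycT libraries, or by the earlier Col-0 and jazQ libraries, cancels in this difference by its construction. The rRNA-rich libraries mycT replicate 1 and jazQ mycT replicate 1 are argued against as the whole cause. With both left out 47 genes had an interaction, against 30 to 54 (median 41) with each of the 8 other pairs of a mycT and a jazQ mycT library left out, so that it fell no further than with most other pairs. With rRNA and organelle genes left out the number was 127, while it was 77 without mycT replicate 1 and 83 without jazQ mycT replicate 1. Omissions of other libraries moved it too, to 69 without Col-0 replicate 1, 80 without jazQ replicate 1, 79 without jazQ replicate 2, 63 without jazQ mycT replicate 2 and 64 without jazQ mycT replicate 3, so that the number depends on the replicates at hand. The combination of jaz and myc mutations, which the design names, stays open.

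The list of photosynthesis genes was raised by mycT in Col-0, and its effects in jazQ and Col-0 differed by a median of −0.27 on the log2 scale (fry on the interaction, adjusted p = 0.0307). With each library left out in turn this median lay between −0.34 and −0.21. A larger share of shoot tissue in the mycT libraries stays open, since the root markers, which it would lower, had a median log2 fold change of 0.077 in mycT (fry, adjusted p = 0.0726) over members from −0.27 to 0.33, which decides nothing. The shoot markers, 0 of which are in the photosynthesis list, had a median of 0.081 (fry, adjusted p = 0.187). The rRNA-rich library mycT replicate 1 is argued against by the median of 0.26 in mycT without it. A difference between the earlier Col-0 and jazQ libraries and the mycT and jazQ mycT libraries would have raised the list in jazQ mycT relative to jazQ, where its median was −0.033. The splits alone cannot exclude chance, since 1 of 10 splits gave a median as large in mycT relative to Col-0 and no share under 0.1 is possible. An effect of genotype stays open.

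In jazQ mycT alone, 356 genes were up-regulated and 390 down-regulated relative to Col-0, and the paper does not discuss them as a group. Of the former 174 were significantly higher in jazQ mycT than in jazQ and 228 significantly higher than in mycT. Of the latter 33 were significantly lower than in jazQ and 177 significantly lower than in mycT. In all 1145 genes were changed in jazQ mycT relative to Col-0, where the other splits of these libraries gave at most 0 by edgeR's test, and at most 1502 against 4220 at an unadjusted p under 0.05, but 10 splits alone cannot exclude chance. With rRNA and organelle genes left out, 607 genes were up-regulated and 585 down-regulated in jazQ mycT. No other explanation was tested, and an effect of the combined mutations stays open.

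PDF1.3 (AT2G26010) had 1384 counts over the jazQ mycT libraries, 781 over the mycT libraries, 121 over the Col-0 libraries and 2 over the jazQ libraries, and the paper's text does not discuss it. PDF1.2 (AT5G44420) had 304, 351, 48 and 4, and PDF1.2b (AT2G26020) 90, 59, 13 and 0, in the same order. Summed over these defensin genes, replicates 2 and 3 of jazQ mycT had 423 and 761 counts and the jazQ libraries 3, 0 and 3. The lower of the former, 423, argues against the rRNA-rich library jazQ mycT replicate 1 as the cause. In Col-0 the counts were 14, 14 and 154 and in mycT 428, 479 and 284, so that each mycT and jazQ mycT library had more than any Col-0 library and each jazQ library fewer, while the size of a fold relative to Col-0 depends on its replicate 3. Reads shared between these genes were not examined, since the deposited values hold no reads, and an effect of genotype stays open.

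JAZ10 (AT5G13220) carries an insertion in jazQ, yet its log2 fold change in jazQ relative to Col-0 was 6.16 (adjusted p = 4.25e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 4.59 ± 0.452 TPM to 319.6 ± 27.4 TPM. In jazQ mycT it was at 337 ± 15.0 TPM. The paper's text does not discuss this. The deposited values hold no position of reads within a gene, so neither a technical nor a biological explanation was tested.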

How the results depend on the processing

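The fits with rRNA and organelle genes left out, with TPM rescaled without them, and the photosynthesis list without the PSAT genes were chosen after the data were seen. Counts of genes are said to hold when they stayed within 1.5 times of the value reported, and lists when they kept their side of the unadjusted threshold and, where they passed it, their direction.

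RLE size factors, no filter on low counts, a mean CPM of at least 1, and rRNA and organelle genes left out each left 22 of 22 results where they were. Windows of 100 and 500 kb did so for 5 of 5, and the shorter photosynthesis list for 3 of 3. No list that passed the threshold changed direction, while the medians of some that did not pass changed sign. Of 18523 values of single genes under other settings, 529 had another sign, none of them with a call. The interaction was not run under the re-implemented test of DESeq, which compares pairs of groups.

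The cause was not tested for the following. By DESeq2 349 genes were down-regulated in jazQ, 441 up- and 301 down-regulated in mycT, 213 had an interaction and 362 were up-regulated in mycT alone. By the re-implemented test of DESeq 523 genes were lower in jazQ mycT than in mycT and 101 were up-regulated in mycT alone. With the compared genotypes alone in the fit, which leaves fewer libraries to estimate the spread, 135 genes were down-regulated in jazQ, 13 up- and 48 down-regulated in mycT, 98 were MYC-dependent and 10 up-regulated in mycT alone. With the replicate block 352 genes were down-regulated in jazQ, and LOX2 passed the threshold in jazQ mycT relative to jazQ (adjusted p = 0.0369). In mycT relative to Col-0, where the numbers were read as pairing the libraries, the block gave 150 genes up- and 147 down-regulated and 126 up-regulated in mycT alone, each within 1.5 times of the value without it, and changed no call that the text gives for a gene in that comparison, and none of the triterpenoid and photosynthesis lists. Pairs of libraries with the same number had correlations of −0.195 to 0.307 between their residuals (median 0.0556), with 8 of 18 over 0.1, so the libraries of the other comparisons were not treated as paired.

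On log2(TPM + 1) 224 genes were up- and 143 down-regulated in jazQ, 20 and 113 in mycT, and 273 up-regulated in jazQ mycT. On that scale 108 were higher in jazQ mycT than in jazQ, 443 higher and 424 lower than in mycT, 25 had an interaction, 113 were MYC-independent and 11 up-regulated in mycT alone, and the photosynthesis list no longer passed in mycT (median 0.14, where that of all genes was −0.084). With a pseudocount of 0.1 the numbers were 218 and 142 in jazQ, 15 up-regulated in mycT, 267 in jazQ mycT, 103 higher than in jazQ, 442 and 420 relative to mycT, 32 with an interaction, 103 MYC-dependent, 115 MYC-independent and 10 in mycT alone. The median log2 fold change of all genes on this scale was −0.093 in mycT and −0.10 in jazQ mycT relative to Col-0 and −0.11 in jazQ mycT relative to jazQ, and changes there are read relative to it. Without a filter they were 172 and 78 in jazQ, 8 and 72 in mycT, 228 up-regulated in jazQ mycT, 74 higher than in jazQ, 334 and 279 relative to mycT, 24 with an interaction, 84 MYC-dependent, 88 MYC-independent and 4 in mycT alone. After rescaling TPM, 95 genes were up- and 445 down-regulated in mycT, and 74 in mycT alone up-regulated. The cause was not tested.

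Stricter thresholds keep fewer genes by construction. At an adjusted p under 0.01 172 genes were up- and 27 down-regulated in jazQ, 15 and 49 in mycT, 298 and 154 in jazQ mycT, 145 and 89 relative to jazQ, 373 and 205 relative to mycT, 42 had an interaction, 65 were MYC-dependent, 107 MYC-independent and 12 up-regulated in mycT alone. With a log2 fold change of at least 1 they were 114 and 38, 6 and 44, 114 and 96, 34 and 67, 140 and 66, 23, 43, 71 and 0 in the same order, the last by edgeR's test with 3552 genes at an unadjusted p under 0.05 in mycT. By the direct comparison with jazQ 62 genes, 17.0% of those up-regulated in jazQ, were MYC-dependent. By camera the photosynthesis list (median 0.058) passed in jazQ, and by fry it did not. Of the 21 calls by camera over all lists, 18 held under fry, both at the unadjusted p.

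Each omission leaves a genotype with fewer libraries, and beyond that the cause was not tested. Of the results, 21 of 22 held without Col-0 replicate 3. The number of genes down-regulated in jazQ was 45 without Col-0 replicate 1, 82 without Col-0 replicate 2, 68 without jazQ replicate 2, 80 without jazQ replicate 3, 147 without jazQ mycT replicate 2 and 323 without Col-0 replicate 3. The number up-regulated in jazQ was 185 without Col-0 replicate 1, 224 without Col-0 replicate 2, 218 without jazQ replicate 2 and 437 without Col-0 replicate 3. In mycT the number up-regulated was 44 without Col-0 replicate 1, 17 without Col-0 replicate 2, 120 without jazQ replicate 1, 26 without mycT replicate 1, 72 without mycT replicate 3, 111 without jazQ mycT replicate 2, 99 without jazQ mycT replicate 3 and 262 without Col-0 replicate 3. In mycT the number down-regulated was 70 without Col-0 replicate 1, 54 without Col-0 replicate 2, 291 without Col-0 replicate 3, 56 without mycT replicate 1, 99 without mycT replicate 2, 99 without mycT replicate 3, 116 without jazQ mycT replicate 2 and 114 without jazQ mycT replicate 3. For jazQ mycT the number up-regulated was 347 without Col-0 replicate 1, 350 without Col-0 replicate 2, 342 without jazQ mycT replicate 2, 361 without jazQ mycT replicate 3 and 716 without Col-0 replicate 3. For jazQ mycT the number down-regulated was 245 without Col-0 replicate 1, 269 without Col-0 replicate 2, 216 without jazQ mycT replicate 2, 228 without jazQ mycT replicate 3 and 639 without Col-0 replicate 3.

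Genes higher in jazQ mycT than in jazQ numbered 168 without jazQ replicate 2, 158 without jazQ mycT replicate 2 and 290 without mycT replicate 3. Genes lower in jazQ mycT than in jazQ numbered 110 without jazQ replicate 1, 112 without jazQ replicate 2, 281 without jazQ replicate 3, 112 without jazQ mycT replicate 1, 96 without jazQ mycT replicate 2 and 119 without jazQ mycT replicate 3. Genes higher in jazQ mycT than in mycT numbered 492 without mycT replicate 1, 506 without jazQ mycT replicate 2, 491 without jazQ mycT replicate 3 and 902 without jazQ replicate 3. Genes lower in jazQ mycT than in mycT numbered 318 without mycT replicate 1, 467 without mycT replicate 2, 447 without jazQ mycT replicate 1, 380 without jazQ mycT replicate 2, 287 without jazQ mycT replicate 3 and 913 without jazQ replicate 3. An interaction was called for 69 without Col-0 replicate 1, 80 without jazQ replicate 1, 79 without jazQ replicate 2, 77 without mycT replicate 1, 63 without jazQ mycT replicate 2, 64 without jazQ mycT replicate 3 and 145 without Col-0 replicate 3. MYC-dependent genes numbered 65 without Col-0 replicate 1, 95 without Col-0 replicate 2, 89 without jazQ replicate 1, 63 without jazQ replicate 2 and 192 without mycT replicate 3. MYC-independent genes numbered 120 without Col-0 replicate 1, 129 without Col-0 replicate 2, 135 without jazQ mycT replicate 2 and 257 without Col-0 replicate 3. Genes up-regulated in mycT alone numbered 35 without Col-0 replicate 1, 14 without Col-0 replicate 2, 101 without jazQ replicate 1, 18 without mycT replicate 1, 56 without mycT replicate 3, 101 without jazQ mycT replicate 2, 87 without jazQ mycT replicate 3 and 186 without Col-0 replicate 3. The MYC-dependent share was 28.9% without jazQ replicate 2 and 54.5% without jazQ mycT replicate 3.

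Between 12336090 and 26347184 counts per library limit what can be said of genes with few counts, among them JAZ8 and AT5G42610, for which no change was detectable at this depth.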

Differences from the paper's values

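The fit to rescaled TPM and the fit with rRNA and organelle genes left out were chosen after seeing the values, and the other alternatives named here were set before the data were examined.

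The number of MYC-dependent genes was 162, and the paper's is 99. Among the alternatives set before the data were examined, the difference fell within 1.5 times with the re-implemented test of DESeq (127), the compared genotypes alone in the fit (98), log2(TPM + 1) (111), log2(TPM + 0.1) (103), log2(TPM + 1) without a filter (84), the omission of Col-0 replicate 2 (95), the omission of jazQ replicate 1 (89), the omission of jazQ replicate 3 (124) and the omission of mycT replicate 2 (141). It did not with RLE size factors (164), DESeq2 (234), no filter on low counts (171), a mean CPM of at least 1 (162), the replicate block (211), the omission of Col-0 replicate 1 (65), the omission of Col-0 replicate 3 (180), the omission of jazQ replicate 2 (63), the omission of mycT replicate 1 (163), the omission of mycT replicate 3 (192), the omission of jazQ mycT replicate 1 (184), the omission of jazQ mycT replicate 2 (156), the omission of jazQ mycT replicate 3 (170), an adjusted p under 0.01 (65), an added log2 fold change of at least 1 (43) and the direct comparison with jazQ (62).

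In mycT 200 genes were up-regulated, and the paper's number is 88. Among the alternatives set before the data were examined, the difference fell within 1.5 times with the omission of jazQ replicate 1 (120), the omission of mycT replicate 3 (72), the omission of jazQ mycT replicate 2 (111) and the omission of jazQ mycT replicate 3 (99). It did not with RLE size factors (188), DESeq2 (441), the re-implemented test of DESeq (134), no filter on low counts (177), a mean CPM of at least 1 (205), the compared genotypes alone in the fit (13), the replicate block (150), log2(TPM + 1) (20), log2(TPM + 0.1) (15), log2(TPM + 1) without a filter (8), the omission of Col-0 replicate 1 (44), the omission of Col-0 replicate 2 (17), the omission of Col-0 replicate 3 (262), the omission of jazQ replicate 2 (169), the omission of jazQ replicate 3 (182), the omission of mycT replicate 1 (26), the omission of mycT replicate 2 (145), the omission of jazQ mycT replicate 1 (144), an adjusted p under 0.01 (15) and an added log2 fold change of at least 1 (6). A fit to rescaled TPM, chosen after seeing the values, gave 95, and it drops 4 of the paper's 13 calls in mycT, up or down, in the part of Table S2 at hand, 4 of which the edgeR fit drops too.

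Genes up-regulated in mycT alone numbered 169, and the paper's number is 72. Among the alternatives set before the data were examined, the difference fell within 1.5 times with the re-implemented test of DESeq (101), the omission of jazQ replicate 1 (101), the omission of mycT replicate 3 (56), the omission of jazQ mycT replicate 2 (101) and the omission of jazQ mycT replicate 3 (87). It did not with RLE size factors (156), DESeq2 (362), no filter on low counts (147), a mean CPM of at least 1 (174), the compared genotypes alone in the fit (10), the replicate block (126), log2(TPM + 1) (11), log2(TPM + 0.1) (10), log2(TPM + 1) without a filter (4), the omission of Col-0 replicate 1 (35), the omission of Col-0 replicate 2 (14), the omission of Col-0 replicate 3 (186), the omission of jazQ replicate 2 (138), the omission of jazQ replicate 3 (149), the omission of mycT replicate 1 (18), the omission of mycT replicate 2 (129), the omission of jazQ mycT replicate 1 (115), an adjusted p under 0.01 (12) and an added log2 fold change of at least 1 (0). The rescaled TPM fit, chosen after seeing the values, gave 74, with the same 4 calls dropped as by the edgeR fit.

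In mycT 177 genes were down-regulated, and the paper's number is about 96 in Fig. S5b, read by eye. Among the alternatives set before the data were examined, the difference fell within 1.5 times with the re-implemented test of DESeq (126), log2(TPM + 1) (113), log2(TPM + 0.1) (118), log2(TPM + 1) without a filter (72), the omission of Col-0 replicate 1 (70), the omission of jazQ replicate 1 (123), the omission of mycT replicate 2 (99), the omission of mycT replicate 3 (99), the omission of jazQ mycT replicate 1 (136), the omission of jazQ mycT replicate 2 (116) and the omission of jazQ mycT replicate 3 (114). It did not with RLE size factors (171), DESeq2 (301), no filter on low counts (159), a mean CPM of at least 1 (179), the compared genotypes alone in the fit (48), the replicate block (147), the omission of Col-0 replicate 2 (54), the omission of Col-0 replicate 3 (291), the omission of jazQ replicate 2 (158), the omission of jazQ replicate 3 (195), the omission of mycT replicate 1 (56), an adjusted p under 0.01 (49) and an added log2 fold change of at least 1 (44).

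For CYP79B3 (AT2G22330) the mean TPM was 6.20 in mycT, and the paper's bar is about 0 in Fig. 7c, read by eye. No alternative set before the data were examined changes a mean TPM. In Col-0, jazQ and jazQ mycT the means were 52.5, 75.6 and 12.6, where the bars are about 39, about 71 and about 13 in Fig. 7c, read by eye. The bars lie closer to the means of CYP79F1 (AT1G16410), which were 38.9 in Col-0, 71.5 in jazQ, 0.517 in mycT and 12.7 in jazQ mycT. For LOX2 in Col-0 the bar is about 45 and the mean 45.05, and for BCAT4 in jazQ they are about 98 and 97.7. The CYP79B3 means miss the bars by more in Col-0, jazQ and mycT, while in jazQ mycT both genes lie near the bar. These values argue against the bars showing AT2G22330, within what can be read by eye. The CYP79F1 means match them in all 4 genotypes.

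The paper presents LOX2 as raised in jazQ and not in jazQ mycT, and here it was called in both, with an adjusted p of 0.0341 in jazQ mycT by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was not called by the re-implemented test of DESeq (0.277), on log2(TPM + 1) (0.0615), on log2(TPM + 0.1) (0.0621) or on log2(TPM + 1) without a filter (0.119). The adjusted p from edgeR's test was also over the threshold at 0.135 without Col-0 replicate 1, 0.0750 without Col-0 replicate 3, 0.0719 without jazQ mycT replicate 1, 0.112 without jazQ mycT replicate 2 and 0.0843 without jazQ mycT replicate 3. The log2 fold change of LOX2 lay between 0.72 and 0.86 in these omissions. OPR3, BCAT4, VSP2 and TAT1 (AT4G23600), which the paper presents in the same way, were called up-regulated in jazQ and not in jazQ mycT. By the re-implemented test of DESeq VSP2 (0.181) and BCAT4 (0.0667) were not called in jazQ, nor on log2(TPM + 1) without a filter BCAT4 (0.0609) and TAT1 (0.0541). Without jazQ replicate 3 VSP2 was called in jazQ mycT (0.0275 from edgeR's test), and in jazQ the call of BCAT4 was lost at 0.0981 without Col-0 replicate 1, 0.0639 without jazQ replicate 1 and 0.0967 without jazQ replicate 2 and that of TAT1 at 0.0553 without Col-0 replicate 1.

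IPMDH1 and CYP79B3 are drawn by the paper as raised in jazQ, and here neither passed the threshold (adjusted p = 0.0604 and 0.0521 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with log2 fold changes of 0.69 and 0.53. For IPMDH1 the adjusted p was 0.0463 by DESeq2, 0.0450 without a filter and 0.0272 with the replicate block. For CYP79B3 it was 0.00569 by DESeq2, 0.0393 without a filter, 0.0178 with the replicate block, 0.0466 with rRNA and organelle genes left out, a setting chosen after seeing the data, and 0.0478 without mycT replicate 1 and 0.0385 without jazQ mycT replicate 1. The bars drawn for CYP79B3 match the means of CYP79F1, as given above, so that no difference from the paper can be read for CYP79B3.

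The paper describes FT transcripts as strongly reduced in jazQ. The log2 fold change was −0.79 and did not pass the threshold (adjusted p = 0.136 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), nor did it under any alternative computed here. In jazQ mycT FT was called (−1.32, adjusted p = 0.0124 from edgeR's test), a call lost at 0.0630 without Col-0 replicate 1 and 0.0608 without jazQ mycT replicate 2.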

Other observations

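The tests of root tissue, of rRNA and organelle transcripts, of genes next to the insertions and of genes near the mutated loci were chosen after the results were seen.

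For comparisons of 3 libraries with 3, no share of splits under 0.1 is possible, so that these splits alone cannot exclude chance for any of them. The real split gave the most changed genes in each of the comparisons, 1 of 10 for jazQ, mycT and jazQ mycT relative to Col-0 and for jazQ mycT relative to jazQ and to mycT. For mycT relative to Col-0, where the numbers were read as pairing the libraries, 4 splits part 3 pairs as the real one does, of which 1, itself, gave as many changed genes, and the other splits part 1 pair. The median of the triterpenoid genes was matched in 1 of 10 splits in jazQ, 7 of 10 in mycT, 1 of 10 in jazQ mycT and 9 of 10 in jazQ mycT relative to jazQ. For photosynthesis they were 5 of 10 in jazQ, 1 of 10 in mycT and 7 of 10 in jazQ mycT. Of 100 splits over all groups, 1 gave as many MYC-dependent genes as the real one, itself, where the next gave 144, 1 as many MYC-independent genes, where the next gave 8, and 1 as many genes up-regulated in mycT alone, where the next gave 100. These 100 splits were drawn across all genotypes, so they test only whether genotypes differ at all. They were not sorted by the pairs of Col-0 and mycT libraries, so that the pairing is not taken into account.

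The triterpenoid genes are higher in jazQ than in Col-0, and a larger share of root tissue in the jazQ libraries was weighed as an explanation. The highest log2 fold change of a root marker in jazQ was 0.15, against a median of 1.90 for the triterpenoid genes, which argues against it. No further explanation was tested, and an effect of genotype stays open.

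On the TPM scale 73.8% of the genes called in jazQ mycT relative to Col-0 were lower, while on the counts 48.8% were. rRNA and organelle transcripts taking a share of TPM were weighed as an explanation. After rescaling TPM without these genes 61.1% of the calls were lower, so that they are not the whole of it. No biological explanation was tested.

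Of the genes directly next to the mutated JAZ loci, chosen after their values were seen, 4 of 9 tested were called in jazQ relative to Col-0 (Fisher's exact test, two-sided, p = 7.24e-05) and 3 in jazQ mycT relative to mycT (p = 0.0279). Of those next to the MYC loci, 0 of 4 were called in mycT by edgeR's test, with 1 at an unadjusted p under 0.05. TDX (AT3G17880), next to JAZ3, had a log2 fold change of 2.50 in jazQ and 1.48 in jazQ mycT relative to mycT (adjusted p = 4.25e-11 and 1.28e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the neighbours of both JAZ and MYC loci, 2 of 13 were called in jazQ mycT relative to Col-0 (Fisher's exact test, two-sided, p = 0.156). A T-DNA insertion altering the transcription of the next gene is a candidate explanation. It stays open because the pattern was seen first, the same JAZ loci are in both comparisons, and an effect of the absent JAZ proteins on these genes cannot be told apart from it.

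Sequence linked to the mutated loci and carried along by crossing could change genes near them. Within 200 kb of the JAZ loci 3.09% of the genes tested were called in jazQ, against 2.85% elsewhere, and 3518 of 10000 random placements gave as high a share (p = 0.352, a permutation test of places). For the MYC loci in mycT it was 1.96% against 1.81% (permutation p = 0.376). No excess was detectable, and the test cannot tell how small an effect it would miss.

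AT1G67328 and AT1G52905 met the rule for naming genes, and both hold groups with few counts. AT1G67328 had 282 counts over the Col-0 libraries, 191 over the jazQ libraries, 396 over the mycT libraries and 4 over the jazQ mycT libraries. AT1G52905 had 414, 282, 11 and 363 in the same order. No explanation was tested for either.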
